# Ror2-mediated non-canonical Wnt signaling regulates Cdc42 and cell proliferation during tooth root development

**DOI:** 10.1242/dev.196360

**Published:** 2021-01-21

**Authors:** Yuanyuan Ma, Junjun Jing, Jifan Feng, Yuan Yuan, Quan Wen, Xia Han, Jinzhi He, Shuo Chen, Thach-Vu Ho, Yang Chai

**Keywords:** Ror2, Tooth root, Cell proliferation, Cdc42

## Abstract

The control of size and shape is an important part of regulatory process during organogenesis. Tooth formation is a highly complex process that fine-tunes the size and shape of the tooth, which are crucial for its physiological functions. Each tooth consists of a crown and one or more roots. Despite comprehensive knowledge of the mechanism that regulates early tooth crown development, we have limited understanding of the mechanism regulating root patterning and size during development. Here, we show that Ror2-mediated non-canonical Wnt signaling in the dental mesenchyme plays a crucial role in cell proliferation, and thereby regulates root development size in mouse molars. Furthermore, Cdc42 acts as a potential downstream mediator of Ror2 signaling in root formation. Importantly, activation of Cdc42 can restore cell proliferation and partially rescue the root development size defects in *Ror2* mutant mice. Collectively, our findings provide novel insights into the function of Ror2-mediated non-canonical Wnt signaling in regulating tooth morphogenesis, and suggest potential avenues for dental tissue engineering.

## Abstract (precis)

**Summary:** The function of Ror2-mediated non-canonical Wnt signaling and its effect on Cdc42 activation is crucial in regulating progenitor cell proliferation, odontoblast differentiation and Hertwig's epithelial root sheath formation during tooth root morphogenesis.

## INTRODUCTION

The tooth serves as an important model for investigating the regulatory mechanism of organ morphogenesis. Anatomically, teeth can be divided into two parts: the crown and the root. The development of the crown starts prenatally with early tooth morphogenesis. After crown development is completed, root formation initiates and proceeds through a complex process influenced by Hertwig's epithelial root sheath (HERS), cranial neural crest (CNC)-derived mesenchyme and adjacent anatomical structures (Li et al., 2017). The distribution of proliferation, apoptosis and osteoclast activity in these tissues corresponds with morphological changes during root development (Matalová et al., 2015). To date, we know little about the molecular mechanism that regulates root development size postnatally (Balic and Thesleff, 2015; Li et al., 2017).

Canonical (β-catenin-dependent) Wnt signaling originating from dental mesenchyme and/or epithelium is known to play a crucial role in root patterning and development (Bae et al., 2015; Kim et al., 2013; Lohi et al., 2010; Yamashiro et al., 2007; Yang et al., 2013). Non-canonical (β-catenin-independent) Wnt signaling comprises several pathways that are required for tissue formation and homeostasis (Patel et al., 2019). However, the function of non-canonical Wnt pathways during root development remains unknown.

Receptor tyrosine kinase (RTK)-like orphan receptor 2 (Ror2) is one of the non-canonical Wnt receptors. Ror2 plays significant roles during early embryonic development in several types of tissues, and Ror2 is a potential therapeutic target in cancer due to its association with cancer formation (Debebe and Rathmell, 2015). Ror2 can bind to Wnt5a to contribute to cytoskeletal arrangement, cell migration, cell polarity and cell proliferation, and to modulate downstream gene expression (He et al., 2008; Oishi et al., 2003; Schambony and Wedlich, 2007). Notably, Ror2 can inhibit or activate canonical Wnt signaling at the level of TCF/LEF–mediated transcription depending on whether Wnt ligands are present (Billiard et al., 2005; Mikels and Nusse, 2006). Owing to these interesting features, including its significance in development and potential for cancer therapy, Ror2 has attracted considerable attention.

In humans, *ROR2* mutations are associated with diseases such as dominant Brachydactyly B (BDB, a shortening of the digits) (Oldridge et al., 2000) and recessive Robinow syndrome (RRS), which is associated with short-limbed dwarfism, abnormal vertebrae, fusion of the ribs and abnormal facial structures (Afzal and Jeffery, 2003). Interestingly, some individuals with RRS also have dental problems, such as fusion of primary teeth, delayed eruption of the permanent teeth and delayed root formation of the permanent teeth, suggesting the involvement of ROR2 in tooth development (Jain et al., 2017). In mice, *Ror2* is expressed in the dental epithelium and mesenchyme at embryonic stages (Lin et al., 2011; Schwabe et al., 2004). *Ror2*^−/−^ mice exhibit retarded crown formation and defective odontoblast differentiation, which are also observed in Wnt5a-deficient mice (Lin et al., 2011). This indicates that Ror2 may participate in mediating Wnt5a signaling during early tooth development. However, roles of ROR2/Ror2 are tissue-specific (Roarty et al., 2017; Sun et al., 2015). Therefore, the issues of whether Ror2 expressed in specific tissues has the capacity to regulate tooth development, and whether it modulates root formation, remain unclear.

In the present study, we show that crown formation is unaffected in *Ror2* conditional knockout mouse models but loss of *Ror2* in the dental mesenchyme leads to delayed root elongation and ultimately to shortened roots. We further establish that mesenchymal Ror2 regulates cell proliferation, odontoblast differentiation in the apical region of the tooth, and HERS formation through tissue-tissue interactions during postnatal development. Furthermore, we have identified cell division cycle 42 (Cdc42) as a downstream mediator of Ror2 signaling in the regulation of cell proliferation during root development. Importantly, activation of Cdc42 can partially rescue the root development size defect in *Ror2* mutant mice, clearly demonstrating the functional significance of Ror2 and its impact on Cdc42 activation in regulating root development postnatally.

## RESULTS

### Ror2 in the dental mesenchyme plays a crucial role in mouse molar root morphogenesis

Tooth root development begins at around postnatal day (P)3.5 and completes when the tooth erupts at around P18.5 (Li et al., 2017). To investigate the function of Ror2 during molar root development, we investigated its expression pattern at different root development stages. At P0.5, Ror2 expression was widely distributed in the dental mesenchyme and dental epithelium of wild-type mice (Fig. 1A,B) and gradually became more prominent apically in the root-forming region (Fig. 1C-F). The expression of Ror2 was also detectable in the periodontal region and alveolar bone at P12.5 (Fig. 1G,H). As the apical dental mesenchyme is closely associated with tooth growth, this enriched apical expression suggests that Ror2 may play a specific role in root development.

**Fig. 1.**
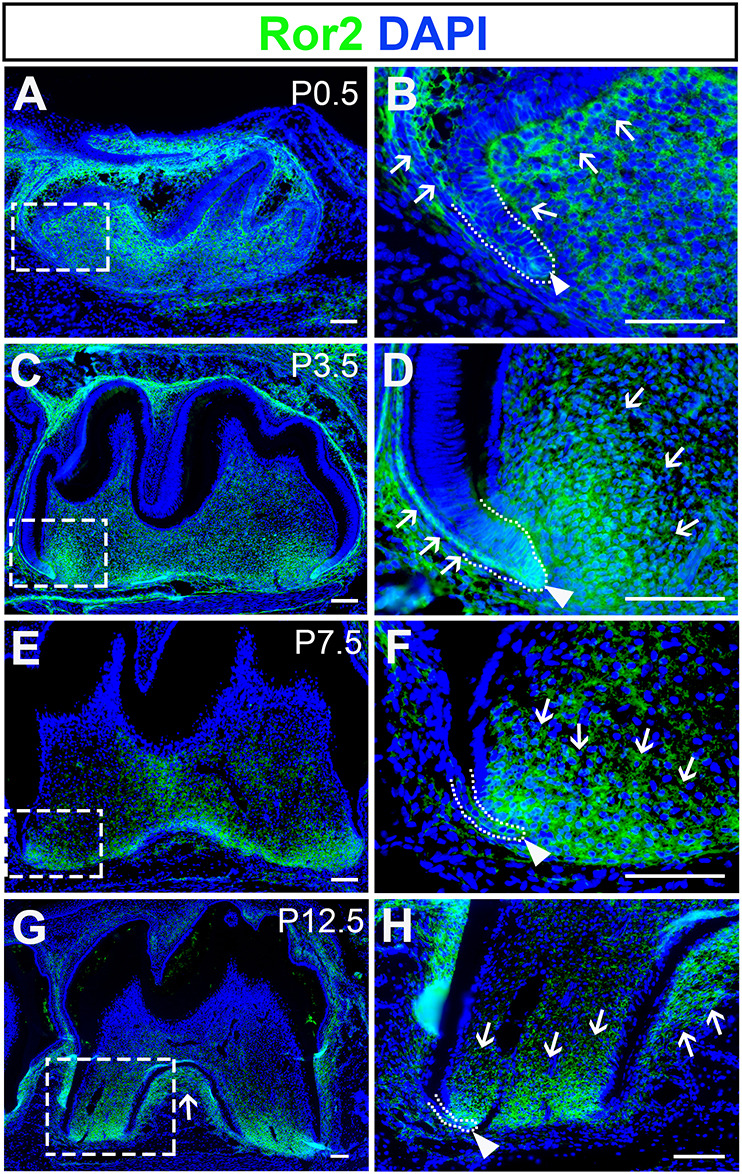
**Ror2 is expressed in the dental mesenchyme and epithelium during tooth root development.** (A-H) Ror2 immunofluorescence (green) of sagittal sections of mandibular molars from wild-type mice at indicated stages from P0.5 to P12.5. Boxes in A, C, E and G are enlarged in B, D, F and H, respectively. Dotted lines indicate the border between dental epithelium and dental mesenchyme. Arrowheads indicate dental epithelium, and arrows indicate localization of Ror2 expression. Scale bars: 100 µm.

To establish the functional significance of Ror2-mediated signaling in tooth development, we generated *Osr2-Cre;Ror2^fl/fl^* mice with specific ablation of Ror2 in the dental mesenchyme. The expression of Osr2 is detectable in the craniofacial region from embryonic day (E)10.5 (Lan et al., 2007) and in the dental mesenchyme from E12.5 (Li et al., 2011). Throughout tooth development, the *Osr2-Cre* transgene targets the dental mesenchyme and the alveolar bone, but not the dental epithelium, in a lineage tracing study (Fig. S1A-D). Ror2 expression was undetectable in the dental mesenchyme but still present in the epithelium of *Osr2-Cre;Ror2^fl/fl^* mice at P3.5 and P9.5 (Fig. S1E-H). This expression pattern indicated highly efficient mesenchyme-specific deletion of *Ror2* in *Osr2-Cre;Ror2^fl/fl^* mice during tooth morphogenesis.

The morphology of the molar tooth crowns in *Osr2-Cre;Ror2^fl/fl^* mice was similar to that of control molars at P0.5 and P2.5 (Fig. S2A-J), before root development. We observed no significant differences in cell proliferation or differentiation when comparing the crowns of control and *Osr2-Cre;Ror2^fl/fl^* molars during this period based on Ki67 immunostaining (Fig. S2K,L), RNAscope *in situ* hybridization of *Dspp* and EdU assay (Fig. S2M,N). Therefore, we concluded that crown patterning is unaffected following the loss of *Ror2* in the dental mesenchyme in *Osr2-Cre;Ror2^fl/fl^* mice.

We then further compared the tooth root formation of control and *Osr2-Cre;Ror2^fl/fl^* mice. At P12.5, the root elongation and furcation formation processes had commenced in the mandibular first molars of control mice (*n*=4; Fig. 2A-D). However, root elongation was delayed and no furcation had formed in *Osr2-Cre;Ror2^fl/fl^* molars at this stage (*n*=4; Fig. 2E-H,U). By P17.5, the loss of *Ror2* in the dental mesenchyme had resulted in shortened roots, but a normal root number, in mandibular first molars in *Osr2-Cre;Ror2^fl/fl^* mice (*n*=4; Fig. 2I-T,V). Histological analysis showed that dentin and alveolar bone formation in the furcation region were disrupted in *Osr2-Cre;Ror2^fl/fl^* mice compared with controls (Fig. 2Q,T). Additionally, the odontoblasts in the furcation region were shorter in *Ror2* mutant molars than in controls (Fig. 2Q,T). Furthermore, the mandible was smaller in *Osr2-Cre;Ror2^fl/fl^* mice compared with controls (Fig. 2A,E,I,L,O,R). In order to determine whether the root size defect was caused by loss of *Ror2* in the dental mesenchyme or was secondary to the mandibular bone defect, we collected tooth germs of the mandibular first molars at P4.5 from *Osr2-Cre;Ror2^fl/fl^* and control mice, and transplanted them into the kidney capsule. After 3 weeks of cultivation, we observed that the *Osr2-Cre;Ror2^fl/fl^* molars had shortened roots with normal crown formation (*n*=3; Fig. S3), which is consistent with the phenotype observed *in vivo* and suggests that the root size defect is not secondary to the mandibular defect in *Osr2-Cre;Ror2^fl/fl^* mice.

**Fig. 2.**
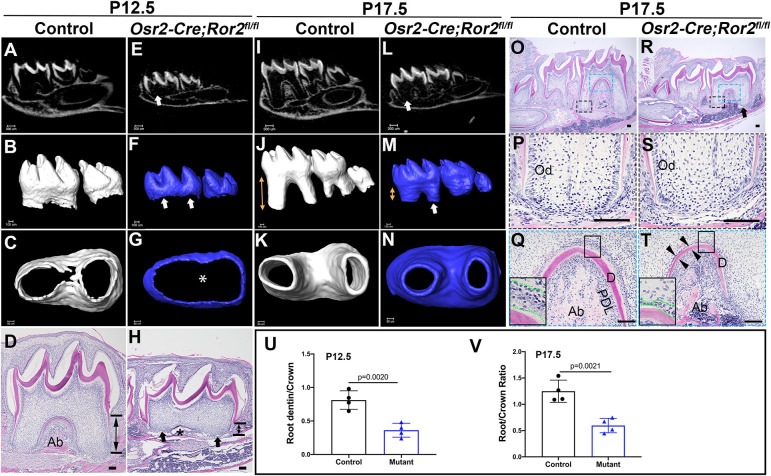
**Loss of *Ror2* in the dental mesenchyme results in root development defects.** (A-H) MicroCT images and H&E staining of control (A-D) and *Osr2-Cre;Ror2^fl/fl^* (E-H) mandibular molars at P12.5. Arrows indicate the apical region and asterisks indicate furcation region. Double-headed arrows in D and H indicate root dentin. *n*=4. (I-N) MicroCT images of control (I-K) and *Osr2-Cre;Ror2^fl/fl^* (L-N) mandibular molars at P17.5. Arrows indicate the apical region of the root and double-headed arrows indicate the length of the root. *n*=4. (O-T) H&E staining of control (O-Q) and *Osr2-Cre;Ror2^fl/fl^* (R-T) mandibular molars at P17.5. Boxes in O are enlarged in P and Q; boxes in R are enlarged in S and T. Arrows indicate the apical region of the root, and arrowheads indicate the dentin in the furcation region. Boxes in Q and T are shown in the insets at higher magnification to reveal the morphology of odontoblasts. (U,V) Quantification analysis of the ratio of root to crown in control and *Osr2-Cre;Ror2^fl/fl^* (mutant) mice at P12.5 and P17.5 (*n*=4; unpaired, two-tailed Student's *t*-test). Data are mean±s.e.m. AB, alveolar bone; D, dentin; Od, odontoblast; PDL, periodontal ligament. Scale bars: 100 µm (D,H,O-T).

### Ablation of *Ror2* in the dental mesenchyme disrupts mesenchymal cell proliferation and differentiation

We next evaluated the cellular proliferation activity in the apical region during root development. At P3.5, there was no obvious difference in the tissue morphology in the apical region between control and *Ror2* mutant molars (Fig. 3A,B,E,F). However, a significant decrease in cell proliferation in the dental mesenchyme of *Osr2-Cre;Ror2^fl/fl^* molars was observed as we compared Ki67^+^ (actively cycling) cells in control and *Ror2* mutant mice at P3.5 (Fig. 3C,D,G,H,Q). Despite this, the proliferation in the root epithelium was not significantly different between *Osr2-Cre;Ror2^fl/fl^* and control mice (Fig. 3Q). Consistent with this hypoproliferative cell phenotype in the mesenchyme, we detected significantly reduced expression of S- and M-phase cell cycle markers, suggesting that cell cycle progression was inhibited in *Osr2-Cre;Ror2^fl/fl^* molars compared with controls (Fig. 3I-P,R,S). Two hours after EdU injection, the number of EdU-labeled cells conducting cDNA synthesis (S phase) was significantly decreased in the dental mesenchyme of *Osr2-Cre;Ror2^fl/fl^* mice at P3.5 (Fig. 3I,J,M,N,R). The expression of PHH3, a marker of mitotic cells, was also reduced in the dental mesenchyme of *Osr2-Cre;Ror2^fl/fl^* mice (Fig. 3K,L,O,P,S). However, the numbers of EdU-labeled and PHH3-expressing cells were normal in the dental epithelium of *Osr2-Cre;Ror2^fl/fl^* mice (Fig. 3R,S). Additionally, there was no difference in apoptotic activity in the dental mesenchyme of *Osr2-Cre;Ror2^fl/fl^* or control mice at P3.5, P5.5 and P9.5 (Fig. S4). This suggests that Ror2 may be required for normal proliferation of dental mesenchymal cells during root development, but not for apoptosis.

**Fig. 3.**
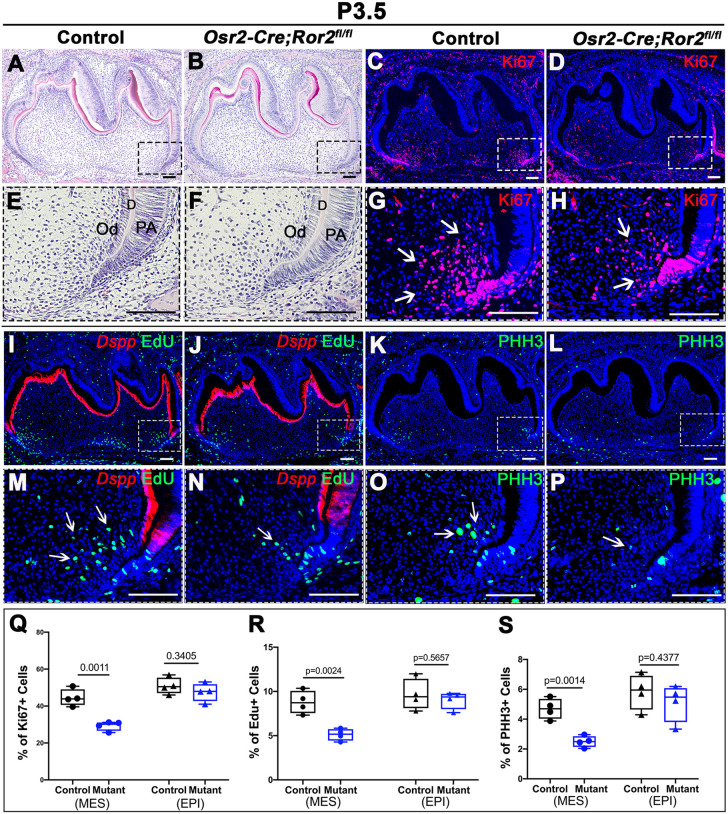
**Loss of *Ror2* in dental mesenchyme decreases mesenchymal cell proliferation.** (A,B,E,F) H&E staining of control (A,E) and *Osr2-Cre;Ror2^fl/fl^* (B,F) mandibular molars at P3.5. Boxes in A and B are enlarged in E and F, respectively. (C,D,G,H) Ki67 immunofluorescence (red) indicating proliferating cells in sagittal sections of mandibular molars in control (C,G) and *Osr2-Cre;Ror2^fl/fl^* (D,H) mandibular molars at P3.5. Boxes in C and D are enlarged in G and H, respectively. Arrows indicate positive signals. (I,J,M,N) RNAscope *in situ* hybridization of *Dspp* (red) and EdU assay (green) in control (I,M) and *Osr2-Cre;Ror2^fl/fl^* (J,N) mandibular molars at P3.5 2 h after EdU injection. Boxes in I and J are enlarged in M and N, respectively. Arrows indicate positive signals. (K,L,O,P) PHH3 immunofluorescence (green) indicating mitotic cells in control (K,O) and *Osr2-Cre;Ror2^fl/fl^* (L,P) mandibular molars at P3.5. Boxes in K and L are enlarged in O and P, respectively. Arrows indicate positive signals. (Q-S) Quantification of Ki67^+^ cells (Q), EdU-labeled cells (R) and PHH3^+^ cells (S) in dental mesenchyme and dental epithelium in the apical region shown in G, H, M, N, O and P (*n*=4; unpaired, two-tailed Student's *t*-test). Data are mean±s.e.m. D, dentin; EPI, epithelium; MES, mesenchyme; Od, odontoblast; PA, pre-ameloblast. Scale bars: 100 µm.

A previous study suggested that dental mesenchyme proliferation is crucial for root elongation and for guiding HERS formation during root development (Sohn et al., 2014). We thus investigated the formation of HERS. Morphological changes in HERS were first observed at P5.5 (Fig. S5A-D), 2 days later than the cellular defects in the dental mesenchyme of *Osr2-Cre;Ror2^fl/fl^* mice (Fig. 3). It was particularly obvious that HERS invagination formed a thicker and shorter structure in *Osr2-Cre;Ror2^fl/fl^* molars at P7.5 compared with the normal bi-layered structure in the controls (Fig. S5E,F). At P9.5, HERS lost continuity in both control and *Ror2* mutant molars; in *Ror2* mutant mice, HERS formed a structure that was similar to but shorter than what was seen in the controls (Fig. S5G,H). These findings suggest that loss of *Ror2* in the dental mesenchyme affects the development of HERS through tissue-tissue interaction.

In addition, we investigated the expression of *Dspp*, a marker of terminally differentiated odontoblasts, in *Osr2-Cre;Ror2^fl/fl^* and control mice at P9.5. We found no differences in *Dspp* expression throughout the crown region (Fig. 4A,B). However, fewer *Dspp*^+^ cells were observed in the apical region below the enamel level in *Osr2-Cre;Ror2^fl/fl^* mice (Fig. 4C,D). Hemotoxylin and eosin (H&E) staining showed that dentinogenesis was retarded in the apical region in *Osr2-Cre;Ror2^fl/fl^* mice (Fig. 4E,F). There was no obvious change in the morphology of odontoblasts or preodontoblasts in *Ror2* mutant mice. In comparing them to a detailed published description of odontoblasts in the apical root region (Bae et al., 2013), we found that cells in the transition zone from pre-odontoblasts to odontoblasts showed a looser alignment in *Osr2-Cre;Ror2^fl/fl^* molars compared with a condensed columnar alignment in control molars (yellow asterisks; Fig. 4G,H). These results indicated that loss of *Ror2* in the dental mesenchyme disrupts differentiation of odontoblasts and dentinogenesis during root elongation, eventually resulting in the phenotypes observed at P12.5 and P17.5 (Fig. 2).

**Fig. 4.**
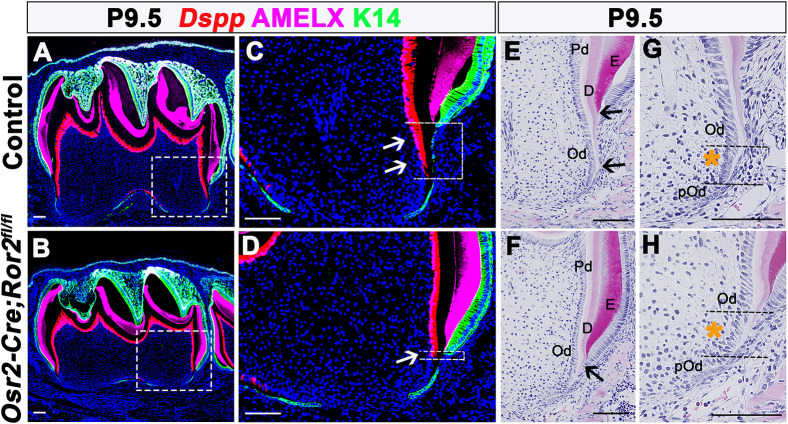
**Loss of *Ror2* in dental mesenchyme disrupts differentiation of odontoblasts.** (A-D) RNAscope *in situ* hybridization of *Dspp* (red), and double immunostaining of amelogenin X (AMELX, purple) and K14 (green) represent odonblasts, enamel and dental epithelium, respectively, on sagittal sections of control (A,C) and *Osr2-Cre;Ror2^fl/fl^* (B,D) mandibular molars at P9.5. Boxes in A and B are shown at higher magnification in C and D, respectively. Arrows and dashed lines in C and D indicate *Dspp*^+^ cells below the enamel level. (E-H) Histological analysis of dentin formation (E,F) and morphology of odontoblasts (G,H) in the apical region from control and *Osr2-Cre;Ror2^fl/fl^* mice. Arrows indicate root dentin. Yellow asterisks between the dashed lines indicate the odontoblasts between differentiated odontoblasts and preodontoblasts. D, dentin; E, enamel; Od, odontoblast; pOd, preodontoblast; Pd, pre-dentin. Scale bars: 100 µm.

### Ror2 in the dental epithelium is not required for root development

Ror2 is expressed in the dental epithelium, as well as in the mesenchyme in mouse molars (Fig. 1). To investigate whether epithelial Ror2 is crucial for root formation, we generated *K14-rtTA;Teto-Cre;Ror2^fl/fl^* mice, in which *Ror2* is ablated in the dental epithelium at P3.5 (Fig. S6A-D). Based on microCT images and H&E staining, we found no significant differences in root length or root number between *K14-rtTA;Teto-Cre;Ror2^fl/fl^* and control mice at P21.5 (Fig. S6E-L). These findings indicated that epithelial Ror2 is not required for root formation.

### Activation of Cdc42 partially rescues root development and restores mesenchymal cell proliferation in *Ror2* mutant mice

It has been reported that Ror2 participates in both canonical and non-canonical Wnt signaling (Billiard et al., 2005; He et al., 2008). For example, Ror2 has been identified as a regulator of canonical Wnt signaling that affects the stabilization of cytosolic β-catenin *in vivo* and *in vitro* (Billiard et al., 2005; Mikels and Nusse, 2006; Roarty et al., 2017). Thus, we assessed the expression of *Axin2* and active β-catenin in the dental mesenchyme of the mandibular first molars. We found no significant differences between *Osr2-Cre;Ror2^fl/fl^* and control molars at P3.5 (Fig. S7A-D,I), which indicated that canonical Wnt signaling is not involved in the decreased cell proliferation caused by loss of *Ror2* in the dental mesenchyme. On the other hand, it has been shown that Ror2-mediated non-canonical Wnt signaling leads to transcriptional responses via c-Jun (also known as Jun) and ATF2 in *Xenopus* (Schambony and Wedlich, 2007). However, there were no distinguishable differences in the expression of phospho-c-Jun or phospho-ATF2 between *Osr2-Cre;Ror2^fl/fl^* and control molars at P3.5 (Fig. S7E-H). The activation of the small GTPase Rac1, an upstream mediator of c-Jun and ATF2, was also unchanged in the Ror2 mutant mice (Fig. S7J). Our results indicated that Ror2-mediated signaling did not trigger the activation of c-Jun and ATF2 in mouse molar root context. Owing to the complexity of non-canonical Wnt pathways and the context-dependent function of Ror2, we hypothesized that Ror2 may regulate tooth root development via other mediators of non-canonical Wnt signaling.

To further probe the molecular mechanism of Ror2-mediated signaling in regulating root development, we analyzed gene expression profiles and performed pathway enrichment analysis in the dental mesenchyme using RNA-seq from *Osr2-Cre;Ror2^fl/fl^* and control mice at P3.5 (Fig. 5A,B; Tables S2, S3). 

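Dental pulp was dissected from the mandibular first molars of *Ror2 fl/fl* control and *Osr2-Cre;Ror2 fl/fl* mice at P3.5 (3.5 days after birth), and 3 control and 3 *Osr2-Cre;Ror2 fl/fl* libraries were analyzed here. In *Osr2-Cre;Ror2 fl/fl* mice, Cre recombinase expressed under the control of *Osr2* deletes the floxed *Ror2* allele in the dental mesenchyme. The methods give single-end reads of 75 cycles, alignment to the mm10 mouse genome with TopHat and counting of the reads over exons. The authors deposited a table of estimated counts per gene without normalization, in which 47.8% of the values of these libraries, zeros included, were whole numbers. The paper's text does not name the program that divided reads between genes or the gene annotation. They also deposited a normalized table, in which each value was the estimated count plus 1 multiplied by a single factor per library, with no division by gene length. The estimated counts summed to 62376583, 61777565 and 59191092 in control libraries 1, 2 and 3, and to 62628940, 56134770 and 58366937 in mutant libraries 1, 2 and 3. The total was 360475887, whereas the paper states a total of 200000000 reads, and the values reported here use the deposited counts. The libraries of each group differed from each other by more than sampling noise, with a chi-square per gene of at least 61.7 for every pair, so no library is a copy of another. This cannot show that they come from separate animals, and they were counted as separate replicates because the labels list them as separate samples. Neither the paper nor the sample labels name a sequencing batch. Besides index numbers shared by both groups, the labels carry a series of identifiers that differs between the groups, and a batch that coincided with the genotypes could not be separated from them with these 6 libraries.

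The estimated counts were rounded to whole numbers and scaled with edgeR's TMM method. Of the 27506 genes listed, 19330 passed edgeR's filter on low counts and were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Expression is given in CPM, the counts scaled to a common library size, as mean ± SD with n = 3 libraries per group. An exact permutation test of 3 libraries against 3 cannot give a two-sided p-value below 0.1. The targeted gene, *Ror2* (ENSMUSG00000021464.14), lies on the minus strand of chromosome 13 of mm10 from 53109312 to 53286124. Its expression was 38.2, 36.2 and 36.7 CPM in the control libraries and 27.9, 28.1 and 26.3 CPM in the *Osr2-Cre;Ror2 fl/fl* libraries. This was a log2 fold change of -0.43 (standard error 0.08, adjusted p = 0.013 from edgeR's quasi-likelihood test), or 26% lower. Every *Osr2-Cre;Ror2 fl/fl* library was below every control library (exact permutation test, p = 0.1, the smallest p these groups allow). The values sum all exons, so transcripts with and without the floxed region were counted together. An offset for GC content moved the log2 fold change of *Ror2* most, to -0.65 (adjusted p = 0.0021 from edgeR, against 2.1e-04 to 0.075 over all the alternatives tried).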

We identified 891 genes that were differentially expressed in *Osr2-Cre;Ror2^fl/fl^* versus control mice (Table S3). These genes segregated into two groups shown in the heat map in Fig. 5A, and interesting candidate genes related to cell proliferation are listed in Table S2.

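At an adjusted p-value under 0.05, 3906 of the 19330 genes tested differed between *Osr2-Cre;Ror2 fl/fl* and control libraries, 2003 of them higher and 1903 lower in *Osr2-Cre;Ror2 fl/fl* libraries (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The RNA-seq methods state a threshold of the same size and name neither the test nor an adjustment for multiple tests. The paper's section on statistics names an unpaired, two-tailed Student's test for *in vivo* studies in general, without saying whether it covers the RNA-seq, and it was not applied here. Without adjustment, 7410 genes had a p-value under 0.05, of which 3789 were higher and 3621 lower. Of these, 4012 also changed by at least 1.5-fold, 2134 higher and 1878 lower. The 3 control and 3 *Osr2-Cre;Ror2 fl/fl* libraries did not overlap for 8650 genes, or 44.7% of those tested, where chance gives 10%. The biological coefficient of variation between libraries of a group was 18.7%, from edgeR's common dispersion. The number of genes with an adjusted p-value under 0.05 changed most, to 872, when control library 3 was left out, and 859 of these were among the 3906.

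Genes whose transcripts share sequence with another gene could have been given its reads. Of the 19330 genes, 8470 shared at least 20 stretches of 75 bases, the length of a read, with another gene, and 23.3% of these had an adjusted p-value under 0.05. Among the other 10860 genes, which shared fewer such stretches or none, 17.8% did. The 5 higher and 5 lower genes with the largest changes all shared between 81.8% and 100% of their 75-base stretches with other genes, so their values are uncertain. The largest decrease was in *Rps12l1*, a processed pseudogene on chromosome 7 (56014016 to 56014414, plus strand), with 190 ± 5.81 CPM in control libraries and no count in any *Osr2-Cre;Ror2 fl/fl* library, at least 3800-fold lower. All of its 75-base stretches occur in other genes, *Rps12* among them. When it was summed with the genes sharing its sequence, the sum was higher in *Osr2-Cre;Ror2 fl/fl* libraries, with 688 ± 105 CPM against 309 ± 17.6 CPM in control libraries. The largest fitted increase was in *1810049J17Rik* on chromosome 15 (12321438 to 12321899, minus strand), which had no count in control libraries and 5.18 ± 2.78 CPM in *Osr2-Cre;Ror2 fl/fl* libraries, at least 104-fold higher. It shared 96.9% of its 75-base stretches with *Golph3*, which has far more counts, so the sum of both genes cannot show whether *1810049J17Rik* itself changed.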

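Table S2 lists a total and a fold change for 15 genes. Both were recomputed from the deposited normalized table, as the sum over the 6 libraries and as the ratio of the group means, and all 15 totals and all 15 fold changes matched to the digits that Table S2 gives. In the counts, 14 of the 15 genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested). The paper selected the 15 genes from its analysis of these same libraries, so this is not an independent test of them. *Cnbd2* was higher in *Osr2-Cre;Ror2 fl/fl* libraries, and 13 genes were lower, with log2 fold changes between -1.38 and -0.63. The exception was *Ccne1*. For the 14 genes, the 3 control and 3 *Osr2-Cre;Ror2 fl/fl* libraries did not overlap. All 15 genes kept their direction in the 6 fits that each left out 1 library. In at least 1 of these fits, *Ect2*, *Ccnc*, *Dock11*, *Ccng1* and *Fgd3* no longer had an adjusted p-value under 0.05, and the other 9 genes kept it.

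The largest decrease was in *Fgf13* (ENSMUSG00000031137.17; chromosome X, 59062145 to 59568071, minus strand), from 17.6 ± 2.45 to 6.75 ± 0.762 CPM, a log2 fold change of -1.38 (standard error 0.15, adjusted p = 0.001 from edgeR). *Pdgfd* (ENSMUSG00000032006.15; chromosome 9, 6168584 to 6378850, plus strand) fell from 41.9 ± 6.55 to 16.5 ± 4.04 CPM, with an adjusted p-value of 0.0037 from edgeR. *Vcan* (ENSMUSG00000021614.16; chromosome 13, 89655312 to 89742509, minus strand) was the most abundant of the 15, with 600 ± 91 CPM in control and 294 ± 55.2 CPM in *Osr2-Cre;Ror2 fl/fl* libraries. *Ccng1* decreased from 89.4 ± 7.07 to 50.6 ± 10.7 CPM and *Ccnc* from 16.7 ± 0.399 to 10.3 ± 1.94 CPM.

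Of the 15 genes, 7 share 75-base stretches with another gene, so their counts are less certain. *Cnbd2* rose from 2.57 ± 0.0676 to 7.76 ± 1.65 CPM, a log2 fold change of 1.59 (standard error 0.18, adjusted p = 0.0016 from edgeR). It shares 19.8% of its stretches with other genes, whose counts are so much higher (301 ± 26.6 CPM in control libraries for the sum) that the sum cannot show whether *Cnbd2* itself changed. *Cbx3* fell from 119 ± 4.56 to 60.5 ± 5.83 CPM, and its sum with 4 genes sharing its sequence fell by 0.65 on the log2 scale (adjusted p = 0.0058 from edgeR). *Fgfr3* and *Taf13* also stayed lower when summed with the gene sharing their sequence, with log2 fold changes of -1.09 and -0.56. For *Ccna2* the sum did not pass the threshold (-0.19, adjusted p = 0.16 from edgeR). Much of that sum was counted on *Exosc9*, which overlaps *Ccna2*, so it cannot show whether *Ccna2* itself changed. For *Rps6* the sum was higher (0.58, adjusted p = 0.016 from edgeR). With an offset for GC content added to the fit, 12 of the 15 genes had an adjusted p-value under 0.05 (edgeR), and *Ect2* and *Ccnc* joined *Ccne1* above it.

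**Figure D1:**
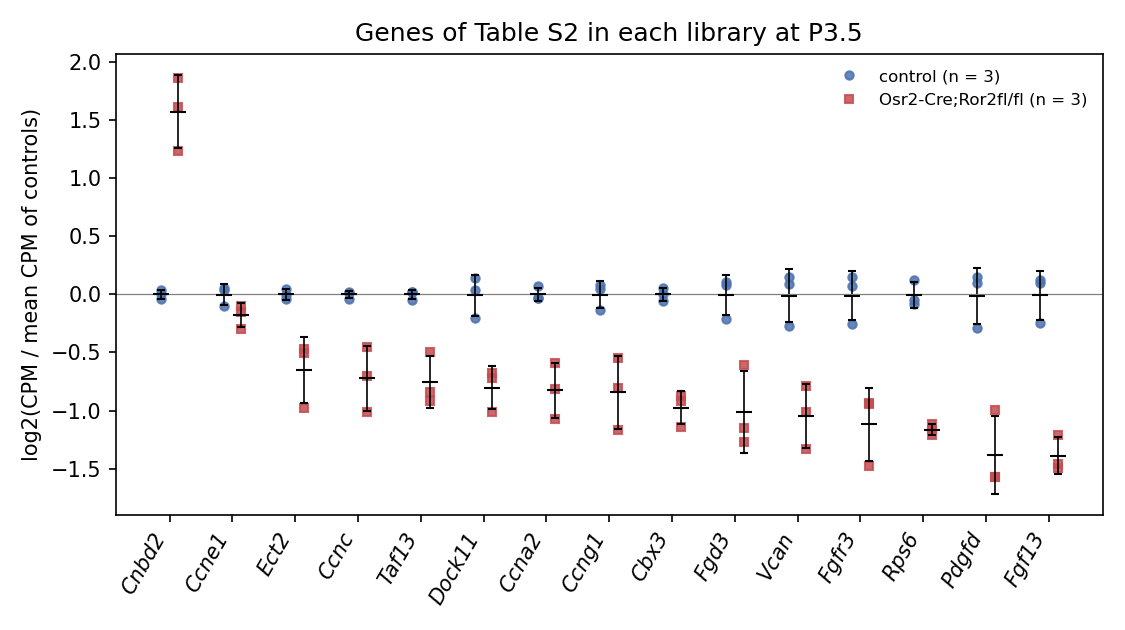
Expression of the 15 genes of Table S2 in each library, as log2 of CPM relative to the mean of the control libraries (vertical axis). Blue circles are the 3 control and red squares the 3 *Osr2-Cre;Ror2 fl/fl* libraries, and black lines give mean ± SD for each group. The *Osr2-Cre;Ror2 fl/fl* libraries lie above all control libraries for *Cnbd2* and below them for 13 genes, and the groups overlap for *Ccne1*.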

**Fig. 5.**
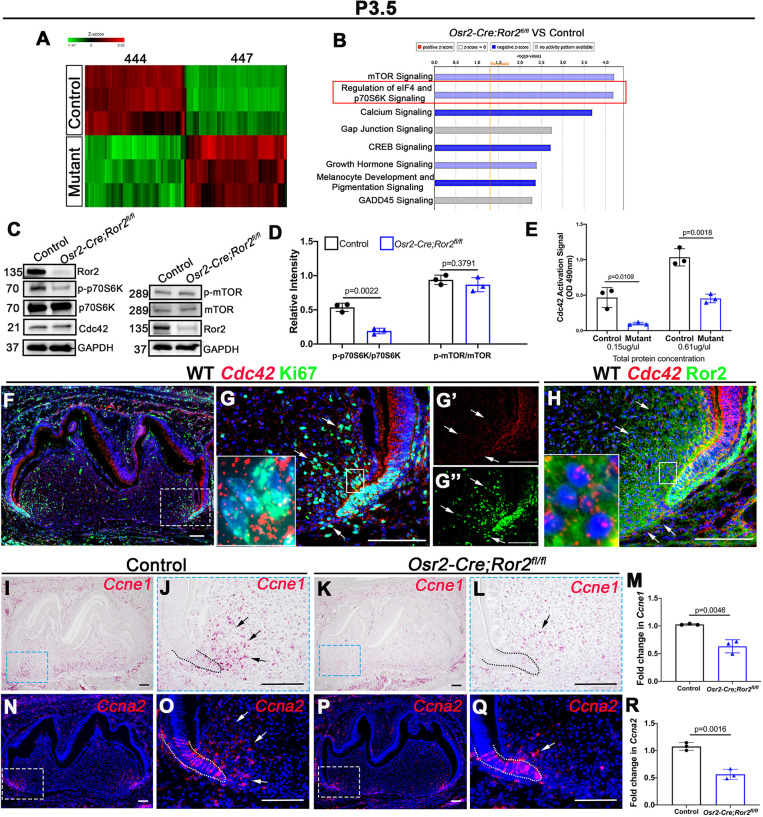
**Putative downstream targets after loss of *Ror2* in dental mesenchyme.** (A) Heat map showing the gene expression profiles of dental mesenchyme in control and *Osr2-Cre;Ror2^fl/fl^* (mutant) mandibular molars at P3.5. (B) Ingenuity pathway analysis based on RNA-seq data shows the downregulation of eIF4 and p70S6K signaling in *Osr2-Cre;Ror2^fl/fl^* mice (indicated by the red box). (C) Western blot of Ror2, Cdc42, p70S6K, phospho (p)-p70S6K, mTOR, p-mTOR and GAPDH in the dental mesenchyme from control and *Osr2-Cre;Ror2^fl/fl^* mice at P3.5. (D) Quantification of the relative intensity of p-p70S6K/p70S6K and p-mTOR/mTOR based on western blotting analysis (*n*=3; unpaired, two-tailed Student's *t*-test). (E) The level of Cdc42 activation was measured in both equalized protein concentrations (0.15 µg/µl and 0.61 µg/µl) from control and *Osr2-Cre;Ror2^fl/fl^* (mutant) molars at P3.5 by reading at OD_490_ nm (*n*=3; unpaired, two-tailed Student's *t*-test). (F,G) RNAscope *in situ* hybridization of *Cdc42* (red) and immunostaining of Ki67 (green) on sagittal sections of mandibular molars from wild-type (WT) mice at P3.5. The box in F is shown at higher magnification in G (merged), G′ (*Cdc42*) and G″ (Ki67). The small box in G is shown in the inset at higher magnification to reveal the expression of *Cdc42* and Ki67 in the dental mesenchymal cells. (H) RNAscope *in situ* hybridization of *Cdc42* (red) and immunostaining of Ror2 (green) on sagittal sections of mandibular molars from wild-type mice at P3.5. The small box in H is shown in the inset at higher magnification to reveal the expression of *Cdc42* and Ror2 in the dental mesenchymal cells. (I-R) RNAscope *in situ* hybridization of *Ccne1* (I-L) and *Ccna2* (N-Q) in control and *Osr2-Cre;Ror2^fl/fl^* mandibular molars at P3.5, with quantification of their expression by qPCR (M,R; *n*=3, unpaired, two-tailed Student's *t*-test). Boxes in I, K, N and P are shown at higher magnification in J, L, O and Q, respectively. Arrows indicate positive signals. Dotted lines indicate the border between dental epithelium and dental mesenchyme. Data are mean±s.e.m. Scale bars: 100 µm.

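Ingenuity pathway analysis asks whether the members of a pathway are over-represented among the differentially expressed genes. The pathway's own member list was not used here, so a list of 141 genes was written by hand before the data were examined. It holds 33 proteins of the 40S ribosomal subunit, 40 subunits of eukaryotic initiation factors (eIF) and 68 kinases and phosphatases, and all 141 genes were tested. Without adjustment, 70 of them had a p-value under 0.05, 40 higher and 30 lower in *Osr2-Cre;Ror2 fl/fl* libraries. The odds ratio against all genes tested was 1.59 (one-sided Fisher's exact test, p = 0.004). Here 7410 genes passed that threshold, against the 891 that the paper reports, so the odds ratio need not match Ingenuity's enrichment. The direction of the whole list did not differ from that of other genes. Of its genes 74 were higher and 67 lower, and their median log2 fold change minus that of all genes was 0.02 (limma's camera test, adjusted p = 0.19 over the 27 gene lists tested). Without the 40S proteins the odds ratio was 1.15 (one-sided Fisher's exact test, p = 0.27) and the median difference was -0.05. The 40 eIF subunits did not shift (0.03, adjusted p = 0.54 from limma's camera test). Of the 68 kinases and phosphatases 44 were lower, and their shift of -0.16 did not pass the threshold (adjusted p = 0.19 from the same limma test).

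The 40S ribosomal protein genes shifted by 0.60, with 26 of 33 higher in *Osr2-Cre;Ror2 fl/fl* libraries (limma's camera test, adjusted p = 4.3e-09). The test set the inter-gene correlation at 0.01, and no fit estimated this correlation for the 40S list. The smallest p-values of the 141 genes belonged to 3 of the 40S genes. *Rps7* rose from 7.41 ± 1.07 to 168 ± 15.1 CPM, *Rps29* from 29.3 ± 3.13 to 121 ± 16.6 CPM and *Rps16* from 63.2 ± 7.89 to 219 ± 13.3 CPM. Ribosomal protein genes have many near-identical copies in the genome, and these values are uncertain. Of 76 ribosomal protein genes that share 75-base stretches with such copies, 66 had a share of the summed counts that did not overlap between the groups (86.8%, where chance gives 10%). *Rps7* itself held 1.46%, 1.81% and 1.37% of the sum in control libraries and 27.4%, 26.5% and 28.5% in *Osr2-Cre;Ror2 fl/fl* libraries. When each 40S gene was summed with its copies, all 33 were higher in *Osr2-Cre;Ror2 fl/fl* libraries, with log2 fold changes from 0.05 to 1.48 in place of -2.36 to 4.50. The standard deviation of the log2 fold changes across the 33 genes decreased from 1.12 to 0.32. *Rps6* (ENSMUSG00000028495.14; chromosome 4, 86854660 to 86857412, minus strand), which encodes the ribosomal target of p70S6K, fell from 67.4 ± 5.35 to 30.1 ± 0.953 CPM, a log2 fold change of -1.16 (standard error 0.09, adjusted p = 2.4e-04 from edgeR's quasi-likelihood test). It shares 42.2% of its stretches with 8 other genes. The sum over these genes rose from 491 ± 40.5 to 734 ± 56.3 CPM, a log2 fold change of 0.58 (standard error 0.12, adjusted p = 0.016 from edgeR).

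*Rps6kb1* (ENSMUSG00000020516.15; chromosome 11, 86498871 to 86544805, minus strand), which encodes p70S6K, fell from 55.1 ± 0.561 to 41.2 ± 2.67 CPM, a log2 fold change of -0.42 (standard error 0.09, adjusted p = 0.016 from edgeR). With offsets for GC content and gene length together it was 0.02 (adjusted p = 0.89 from edgeR, against 5.9e-04 to 0.89 over all the alternatives tried). *Mtor* (ENSMUSG00000028991.15; chromosome 4, 148448611 to 148557683, plus strand) had 73.4 ± 1.43 CPM in control and 60 ± 7.58 CPM in *Osr2-Cre;Ror2 fl/fl* libraries, with an adjusted p-value of 0.091 from edgeR. Over its alternatives the log2 fold change of *Mtor* ran from -0.41 to 0.00. Its adjusted p-value ran from 0.045 to 0.99 and fell under the threshold in 1 of 22. The values of *Rps6kb1* and *Mtor* are transcript levels, and the phosphorylation of the proteins cannot be read from them.

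**Figure D2:**
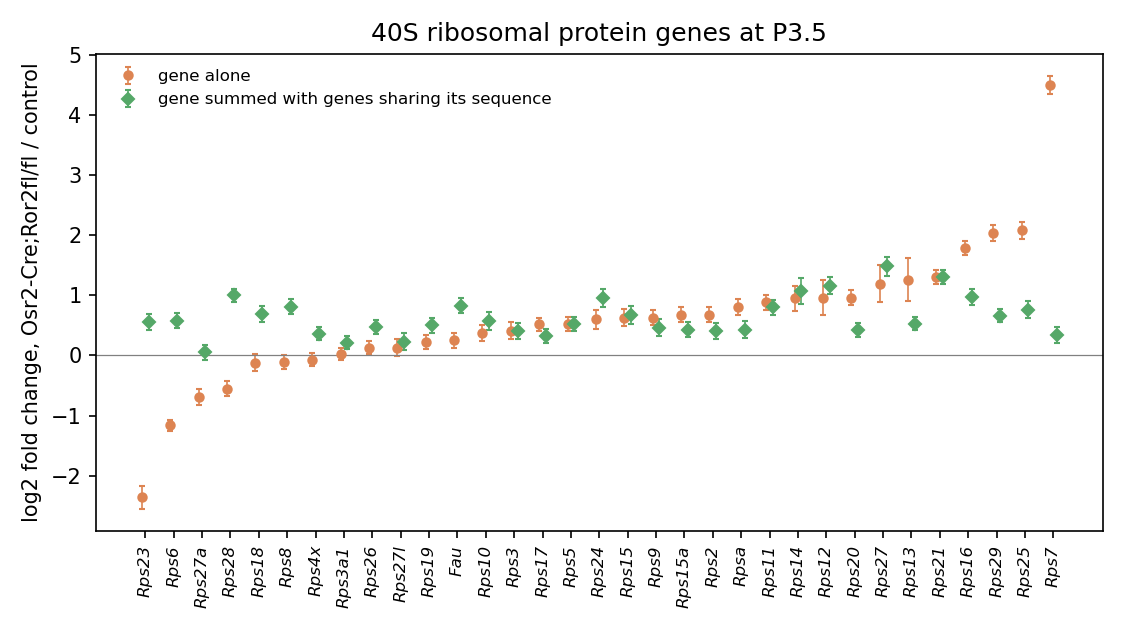
Log2 fold change (*Osr2-Cre;Ror2 fl/fl* against control, vertical axis) of the 33 genes encoding 40S ribosomal proteins, ordered by the value of the gene alone. Orange circles show the gene alone and green diamonds its sum with the genes sharing its sequence, with standard errors from edgeR. The genes alone run from -2.36 to 4.50, and the sums lie between 0.05 and 1.48.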

Pathway enrichment analysis showed that genes related to the regulation of eIF4 and p70S6K signaling were among the most enriched categories and, therefore, were the most likely to contribute to the root size defect in *Ror2* mutant mice (Fig. 5B). The p70S6 kinase (p70S6K, S6K1) is crucially important in protein synthesis, cell growth and cell proliferation (Harada et al., 2001). Therefore, we tested the level of p70S6K in the dental mesenchyme of *Osr2-Cre;Ror2^fl/fl^* and control mice. The results showed that the phosphorylation of p70S6K was significantly decreased in *Osr2-Cre;Ror2^fl/fl^* mice compared with controls (Fig. 5C,D), which is consistent with the signaling pathway analysis. p70S6K is usually regarded as a key factor downstream of the mTOR pathway (Harada et al., 2001). Surprisingly, there was no decrease in the phosphorylation of mTOR in *Ror2* mutant mice (Fig. 5C,D), which indicates that the inactivation of p70S6K may be independent of mTOR signaling in *Osr2-Cre;Ror2^fl/fl^* mouse molars. p70S6K has also been identified as a downstream effector of Cdc42 (Chou and Blenis, 1996), a small Rho-family GTPase. The function of Cdc42 is typically dependent on its switching between an active GTP-bound form and an inactive GDP form. The non-canonical Wnt pathway is important for Cdc42 signaling (Carvalho et al., 2019), and Cdc42 is required for cell cycle progression (Chou et al., 2003). Therefore, we firstly tested the level of GTP-Cdc42 protein in tissue lysates at P3.5 (Fig. 5E). The small G-protein activation assay showed that Cdc42 activation was significantly decreased in *Osr2-Cre;Ror2^fl/fl^* mouse molars in both equalized protein concentrations (0.15 µg/µl and 0.61 µg/µl) (Fig. 5E). We then examined the expression pattern of *Cdc42* in the mouse molar at P3.5. The results showed that there was an overlap in the expression of *Cdc42* and Ki67 in the apical region of the molar root (Fig. 5F-G″), and in the same region there was also overlapping expression between *Cdc42* and Ror2 (Fig. 5H). Furthermore, the dental mesenchymal cells showed a decrease in cell proliferation after treatment with ZCL278 (50 μM), a Cdc42 inhibitor, for 20 h *in vitro* (Fig. S8A-C). These results indicated that Cdc42 may mediate the function of Ror2 in cell proliferation during root development.

Before proceeding with further mechanistic studies, we analyzed gene expression profiles and found that several cell cycle-promoting genes had reduced expression levels in *Osr2-Cre;Ror2^fl/fl^* mice compared with controls (Table S2). 

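*Ccna2* (ENSMUSG00000027715.9; chromosome 3, 36564865 to 36572150, minus strand) had 17.4, 16.2 and 16.2 CPM in control and 9.45, 7.89 and 11 CPM in *Osr2-Cre;Ror2 fl/fl* libraries. Its log2 fold change was -0.82 (standard error 0.14, adjusted p = 0.0081 from edgeR's quasi-likelihood test). *Ccna2* overlaps *Exosc9* and shares 10.8% of its 75-base stretches with it, so reads could have been divided between them. The sum of both had a log2 fold change of -0.19 (adjusted p = 0.16 from edgeR). In control libraries the sum was 30.1 CPM, against 16.6 CPM for *Ccna2* alone. Much of the sum was thus counted on *Exosc9*, and it cannot show whether *Ccna2* itself changed. *Ccne1* (ENSMUSG00000002068.16; chromosome 7, 38097984 to 38107534, minus strand) had 2.84, 2.57 and 2.87 CPM in control and 2.49, 2.58 and 2.25 CPM in *Osr2-Cre;Ror2 fl/fl* libraries. The groups overlapped, and its log2 fold change of -0.18 (standard error 0.17) did not pass the threshold (adjusted p = 0.46 from edgeR). Between 133 and 183 counts per library lay behind the values of *Ccne1*. *Ect2* (ENSMUSG00000027699.19; chromosome 3, 27097222 to 27153878, minus strand) fell from 5.74 ± 0.184 to 3.7 ± 0.687 CPM, a log2 fold change of -0.63 (standard error 0.17, adjusted p = 0.037 from edgeR). Its adjusted p-value was 0.05 or more in 7 of 22 alternatives, with a range from 0.0073 to 0.19.

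A list of 100 cell cycle genes was written before the data were examined. Of these, 76 were lower and 24 higher in *Osr2-Cre;Ror2 fl/fl* libraries, and their median log2 fold change minus that of all genes was -0.33 (limma's camera test with an inter-gene correlation of 0.01, adjusted p = 4.0e-05). With the correlation estimated from the libraries, the list was not past the threshold (limma's camera test, unadjusted p = 0.15). The 45 genes of S phase shifted by -0.30 (adjusted p = 0.0091 from limma's camera test) and the 55 genes of G2 and M phase by -0.34 (adjusted p = 9.2e-05). The S phase genes were no longer past the threshold in 2 of 22 alternatives, with adjusted p-values up to 0.083. With an offset for GC content they shifted by -0.20 (adjusted p = 0.062 from limma's camera test). The genes of G2 and M phase kept the threshold in all 22, which did not include the estimated correlation. The smallest p-values of the list, before that of *Ccna2*, belonged to *Bub1* (chromosome 2, 127801122 to 127831865, minus strand), which fell from 4.46 ± 0.192 to 2.18 ± 0.191 CPM, and *Tmpo* (chromosome 10, 91147571 to 91181315, minus strand), which fell from 73.2 ± 2.43 to 46 ± 6.26 CPM. *Mki67* (chromosome 7, 135689784 to 135716361, minus strand), which encodes Ki67, fell from 62 ± 2.92 to 41.6 ± 4.77 CPM, a log2 fold change of -0.57 (standard error 0.11, adjusted p = 0.011 from edgeR). Over its alternatives the adjusted p-value of *Mki67* ran from 7.5e-05 to 0.31.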

Cyclin E1 (Ccne1) and Cyclin A2 (Ccna2) are important regulators of the G1/S transition and S phase of cell cycle progression, respectively (Sonntag et al., 2018). We confirmed that there was a significant reduction in the expression of *Ccne1* and *Ccna2* in the apical mesenchyme *in vivo* at P3.5 by *in situ* hybridization and qPCR (Fig. 5I-R). This indicated that loss of *Ror2* in the dental mesenchyme leads to the downregulation of *Ccne1* and *Ccna2* during root development. Furthermore, we also detected the decreased expression of *Ect2*, which is reported to be related to mitosis, in *Osr2-Cre;Ror2^fl/fl^* molars (Fig. S8D-H). These results were likely associated with the decrease in EdU-labeled cells and PHH3^+^ cells seen in the dental mesenchyme of *Osr2-Cre;Ror2^fl/fl^* molars (Fig. 3I-P). It has been argued that the function of Cdc42 in cell cycle regulation is to promote G1 progression through the induction of *Ccne1* expression (Chou et al., 2003). Therefore, the reduced Cdc42 activation signal observed at P3.5 suggests that Cdc42 may participate in Ror2-induced *Ccne1* expression in tooth root context.

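In the RNA-seq counts, *Cdc42* (ENSMUSG00000006699.17; minus strand of chromosome 4, 137319696 to 137357720) had 260, 256 and 249 CPM in control libraries and 203, 177 and 207 CPM in *Osr2-Cre;Ror2 fl/fl* libraries. Its log2 fold change was -0.38 (standard error 0.11, adjusted p = 0.039 from edgeR's quasi-likelihood test), or 23.4% lower. Every *Osr2-Cre;Ror2 fl/fl* library was below every control library (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The adjusted p-value was 0.05 or more in 9 of 22 alternatives. An offset for GC content moved the log2 fold change most, to -0.14 (adjusted p = 0.33 from edgeR, against 0.0029 to 0.33 over all the alternatives). Of 54 genes listed before the data were examined as regulators and effectors of Cdc42, 33 were lower and 21 higher, and their median log2 fold change minus that of all genes was -0.14 (limma's camera test, adjusted p = 0.16). The list passed the threshold in 2 of 22 alternatives, the GC offset (shift -0.16, adjusted p = 0.029 from limma) and the weakest filter on low counts (shift -0.19, adjusted p = 0.046 from limma), with a range from 0.029 to 0.7 over all of them. The smallest p-values among them belonged to *Pak3*, *Baiap2* and *Dock11*. *Pak3* (chromosome X, 143518591 to 143797796, plus strand) fell from 6.39 ± 1.15 to 2.88 ± 0.456 CPM and *Dock11* (chromosome X, 35888832 to 36076562, plus strand) from 13.6 ± 1.62 to 7.82 ± 0.974 CPM. *Baiap2* (chromosome 11, 119942763 to 120006782, plus strand) rose from 16.8 ± 2.07 to 31 ± 5.39 CPM. From the pathway enrichment the paper turned to p70S6K, and from p70S6K to Cdc42, which it describes as acting upstream of p70S6K, and from the reduced Cdc42 activation it proposes that Cdc42 may participate in Ror2-induced *Ccne1* expression.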

Cdc42 is the convergence point between the gene expression profiling and pathway enrichment analyses we conducted. Considering that Cdc42 is involved in non-canonical Wnt signaling and plays an important role in cell cycle regulation (Chou et al., 2003; Olson et al., 1995), we hypothesized that Cdc42 may be an important downstream mediator of Ror2 signaling in regulating root development. To test this hypothesis, we first investigated whether Cdc42 activator could rescue root growth in *Osr2-Cre;Ror2^fl/fl^* mice. We collected tooth germs from control and *Osr2-Cre;Ror2^fl/fl^* mice at P4.5, and transplanted them with bovine serum albumin (BSA)-soaked beads or activator-soaked beads into the kidney capsule. After 3 weeks of cultivation, we harvested the molars for analysis. Based on microCT images and H&E staining, the shortened roots of *Osr2-Cre;Ror2^fl/fl^* molars were partially rescued by Cdc42 activator treatment compared with the controls treated with BSA or activator (*n*=4; Fig. 6A-L′,Q). However, BSA-soaked beads had no significant effect on the root defect in *Osr2-Cre;Ror2^fl/fl^* molars (*n*=3; Fig. 6M-P′,Q). Furthermore, the odontoblasts in the furcation region of *Ror2* mutant molars treated with Cdc42 activator appeared longer than those in the mutant molars treated with BSA beads, and were similar in size to those in the control molars (Fig. 6D,D′,H,H′,L,L′,P,P′). In order to investigate whether the cellular defect was rescued, we examined cell proliferation activity in the apical region at an early stage (Fig. 7A-N). It has been reported that the rescue of gene expression can occur after 2 days of incubation with protein-soaked beads in organ culture (Huang et al., 2010). Therefore, we collected samples 3 days after transplantation under the kidney capsule for analysis in cellular level. We found that the numbers of Ki67^+^ and PHH3^+^ cells were higher in activator-treated *Osr2-Cre;Ror2^fl/fl^* molars than in BSA-treated *Ror2* mutant molars (Fig. 7A-N). However, there was no statistical difference in Ki67/PHH3^+^ cells between activator-treated and BSA-treated controls (Fig. 7E-N). This may explain why there was normal root formation in activator-treated control molars after 3 weeks of cultivation under the kidney capsule. Additionally, p70S6K was also activated with higher phosphorylation in activator-treated *Osr2-Cre;Ror2^fl/fl^* molars compared with BSA-treated *Ror2* mutant molars (Fig. 7O). Furthermore, the expression pattern of *Cdc42* and Ki67 in wild-type tooth germ was similar to that at P7.5 *in vivo* (Fig. S8I-L). Therefore, we concluded that activation of Cdc42 contributes to the restoration of cell proliferation in the apical region and root formation in *Osr2-Cre;Ror2^fl/fl^* molars. These results highlight the significance of Cdc42 as an effective mediator of Ror2 in regulating cell proliferation during root morphogenesis.

**Fig. 6.**
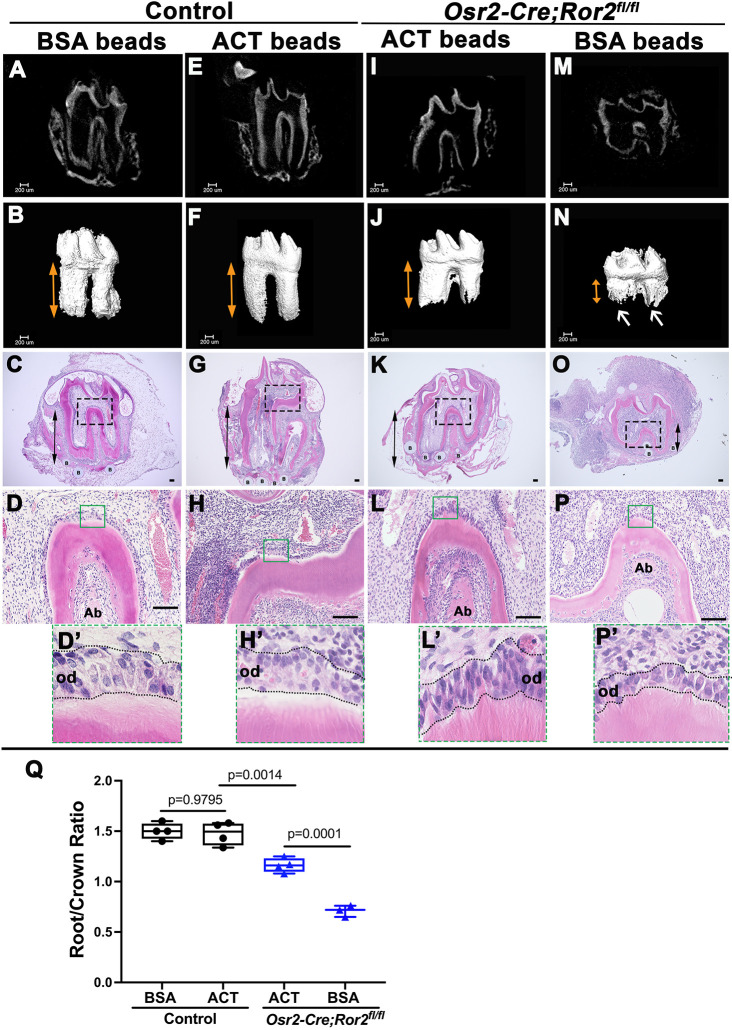
**Cdc42 activator partially rescues root development in *Ror2* mutant mice.** (A-P′) MicroCT images and H&E staining of control (A-H′) and *Osr2-Cre;Ror2^fl/fl^* (I-P′) mandibular molars after 3 weeks of cultivation under kidney capsules with BSA-soaked beads or activator-soaked beads from P4.5. The control explants develop normal root length and root number (*n*=4; A-H). *Osr2-Cre;Ror2^fl/fl^* mandibular molars treated with Cdc42 activator-soaked beads show normal root formation (*n*=4; I-L) but are still shorter than the control molars (A-H). The *Ror2* mutant molars treated with BSA-soaked beads form a shorter root (*n*=3; M-P). Double-headed arrows indicate tooth roots. Boxes in C, G, K and O are shown at higher magnification in D, H, L and P, respectively. Boxes in D, H, L and P show the morphology of odontoblasts (highlighted with dotted lines) in the furcation region at higher magnification in D′, H′, L′ and P′, respectively. (Q) Quantification of the ratio of root to crown in control molars and *Osr2-Cre;Ror2^fl/fl^* molars treated with BSA-soaked beads or activator-soaked beads (two-way ANOVA). The vertical extension of the box and whiskers indicates the dispersion and bias of the data. Data are mean±s.e.m. Ab, alveolar bone; ACT, activator-soaked beads; B, beads; Od, odontoblast. Scale bars: 100 µm.

**Fig. 7.**
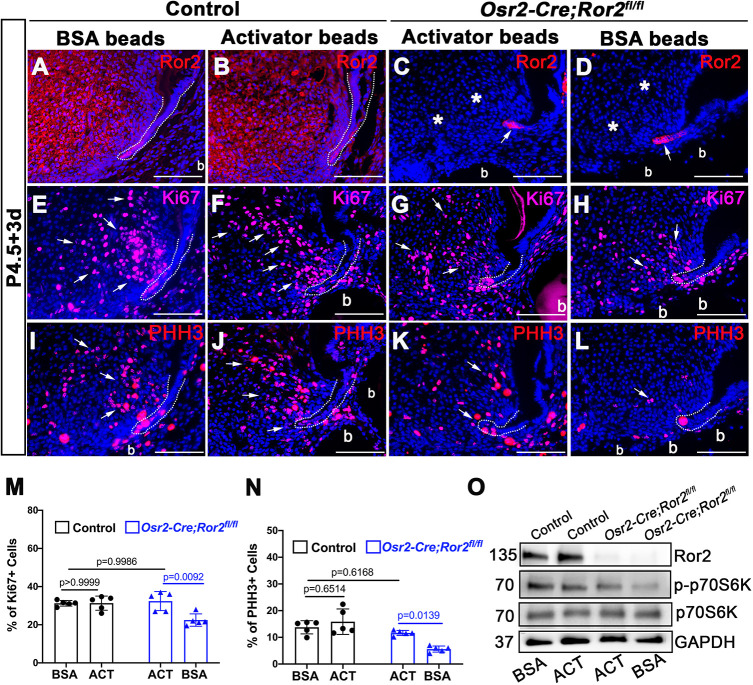
**Cdc42 activator restores cell proliferation in *Ror2* mutant mice.** (A-D) Ror2 expression patterns in control (A,B) and *Osr2-Cre;Ror2^fl/fl^* (C,D) mandibular molars treated with BSA- or Cdc42 activator-soaked beads for 3 days in the kidney capsule from P4.5. Asterisks indicate ablation of Ror2 in the dental mesenchyme. Arrows indicate the presence of Ror2 in dental epithelium. (E-L) Ki67 immunofluorescence (E-H) indicating proliferating cells and PHH3 immunofluorescence (I-L) indicating mitotic cells in the apical region in sagittal sections of mandibular molars treated with BSA- or activator-soaked beads for 3 days in the kidney capsule from P4.5. Arrows indicate positive signals. (M,N) Quantification of Ki67^+^ cells (M) and PHH3^+^ cells (N) in the apical region of control and *Osr2-Cre;Ror2^fl/fl^* molars treated with BSA- or activator-soaked beads for 3 days in the kidney capsule from P4.5 (*n*=5; two-way ANOVA). (O) Western blot of Ror2, p70S6K, p-p70S6K and GAPDH in the dental mesenchyme of control and *Osr2-Cre;Ror2^fl/fl^* molars treated with BSA- or activator-soaked beads for 2 days under the kidney capsule from P4.5. Dotted lines indicate the border between dental epithelium and dental mesenchyme. Data are mean±s.e.m. ACT, activator beads. Scale bars: 100 µm.

## DISCUSSION

Previous studies have reported that several signaling pathways, including Bmp, Tgfβ, Wnt, Fgf and Shh, are important in regulating root formation. However, the function of non-canonical Wnt signaling in root development has remained unknown. Ror2 crucially regulates the morphogenesis of a variety of organs during embryonic development (Minami et al., 2010). Here, we have provided evidence that Ror2 plays a crucial role in regulating cell proliferation in the apical region of the mouse molar, and consequently in regulating root size during development. Additionally, we identified Cdc42 as a potential downstream mediator of Ror2 signaling in root formation associated with mesenchymal cell proliferation during postnatal tooth morphogenesis.

### Mesenchymal Ror2 mediates epithelial-mesenchymal interactions during root development

Sequential reciprocal epithelial-mesenchymal interactions are crucial for virtually every aspect of tooth morphogenesis and development (Balic and Thesleff, 2015). Both epithelial and mesenchymal cells contribute to the formation of the tooth root (Li et al., 2017). Previous studies have shown that HERS is important for the induction of odontoblast differentiation (Kim et al., 2013) and may be responsible for determining tooth root size, shape and number (Li et al., 2017). On the molecular level, HERS secretes Shh under the control of Tgfβ/Bmp/Smad, and in so doing regulates mesenchymal *Nfic* expression to control root elongation (Huang et al., 2010), suggesting that HERS acts as a signaling center that mediates epithelial-mesenchymal interactions. Some signaling molecules in the dental mesenchyme are also essential for HERS formation, as well as for root formation. For example, conditional knockout of *β-catenin* or *Tgfbr2* in odontoblasts disrupts root odontoblast differentiation and HERS formation, which leads to molar root defects (Kim et al., 2013; Wang et al., 2013). In this study, we provide support for the notion that *Ror2* is not required in the dental epithelium during root formation, but mesenchyme-specific deletion of *Ror2* results in shortened roots in *Osr2-Cre;Ror2^fl/fl^* mice, suggesting that Ror2-mediated signaling is specifically required in the dental mesenchyme during root development.

Soon after birth, *Osr2-Cre;Ror2^fl/fl^* mice exhibit decreased mesenchymal proliferation, followed by HERS malformation with a less distinct invagination into the mesenchyme and disrupted odontoblast differentiation. A previous study has shown that spatial regulation of mesenchymal proliferation is required for root patterning, and that this process may involve the mesenchyme forming a physical structure that affects the epithelial invagination of HERS (Sohn et al., 2014). In light of this, we suggest that the HERS malformation seen in *Osr2-Cre;Ror2^fl/fl^* mice may be caused at least in part by the physical effect of the dental mesenchyme resulting from its altered proliferation. Other factors secreted from the dental mesenchyme may also have affected HERS formation through tissue-tissue interactions. Although it is still unknown how HERS formation is specifically affected in *Ror2* mutant mice, the evidence suggests that mesenchymal Ror2 is important for modulating epithelial-mesenchymal interactions during root development. We found different morphological changes to odontoblasts in the elongation and furcation regions of the root. These differences may result from the site-specific regulation of *Ror2* or from the distinct mechanisms underlying root elongation and furcation formation. For example, *Osx^Col^* and *Osx^OC^* mice have also been reported to form short roots with extremely thin inter-radicular dentin (Kim et al., 2015). In *Osr2-Cre;Ror2^fl/fl^* mice, the disrupted differentiation of odontoblasts in the elongation region may be related to decreased mesenchymal proliferation causing fewer cells to withdraw from the cell cycle for differentiation.

### Ror2-Cdc42 signaling regulates root development

Although Ror2 can mediate the canonical Wnt pathway (Billiard et al., 2005; Roarty et al., 2017), we show that loss of *Ror2* in the dental mesenchyme has no effect on β-catenin-dependent transcriptional activity when tooth root development initiates. Therefore, we have focused on Ror2-mediated non-canonical Wnt signaling in our mechanistic study, specifically the function of Cdc42 activated by Ror2 in root formation.

*CDC42* mutations result in a spectrum of human diseases with various clinical phenotypes, such as developmental delay, growth retardation, facial dysmorphism and more (Szczawinska-Poplonyk et al., 2020). In mouse models, epithelial Cdc42 deletion induces enamel defects and dental cystogenesis, suggesting it may play a role in tooth development (Melendez et al., 2013). Cdc42 is essential in various cellular processes. For example, non-canonical Wnt-dependent Cdc42 activity is required for tissue repair after neural demyelination injury (Chavali et al., 2018). The Ror2-Cdc42 signaling axis has also been reported to mediate Wnt5a signaling transduction to regulate junctional mechano-coupling between endothelial cells (Carvalho et al., 2019). Interestingly, deletion of *Cdc42* in the neural crest (NC) results in multiple defects in NC derivatives because of reduced mitotic activity (Fuchs et al., 2009). In our study, deletion of *Ror2* in the dental mesenchyme results in decreased Cdc42 activity and cell proliferation in *Osr2-Cre;Ror2^fl/fl^* mice. Cdc42 activator can restore cell proliferation in the apical region of mouse molars and partially rescue the shortened root phenotype in *Ror2* mutant mice. These findings imply that Cdc42 is a key downstream mediator of Ror2 signaling during root development.

Ror2 regulates Cdc42 activation through Phosphoinositide 3 kinase, as has been described in *Xenopus* gastrulation (Schambony and Wedlich, 2007). It has also been reported that Cdc42 acts downstream of the Ca^2+^ signaling pathway triggered by Wnt5a binding to the Ror2-Frizzled receptor complex (Jin et al., 2005; Li et al., 2009; Zhan et al., 2016). 

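A list of 155 genes of calcium signaling was written by hand before the data were examined, in place of the Ingenuity list, and 139 of them passed the filter on low counts. In *Osr2-Cre;Ror2 fl/fl* libraries 103 were lower and 36 higher, and their median log2 fold change minus that of all genes was -0.24 (limma's camera test, adjusted p = 5.8e-04). At an unadjusted p-value under 0.05, 51 were lower and 11 higher. The list was not over-represented among the genes past that threshold (odds ratio 1.3, one-sided Fisher's exact test, p = 0.076). These were 7410 genes, whereas the paper reports 891. The odds ratio moved most, to 1.92 (one-sided Fisher's exact test, p = 5.9e-05), when genes with at least 1 count in any library were kept. The list includes contractile and muscle genes, as pathway lists of calcium signaling do. The 31 of these that were tested shifted by -0.41 (adjusted p = 3.7e-04 from limma's camera test), and the remaining 108 genes by -0.20 (adjusted p = 0.0098). With an offset for gene length the adjusted p-value of these 108 genes was 0.21, against 0.0014 to 0.21 over all the alternatives tried. The smallest p-values of the list belonged to *Acta1*, *Rap1a* and *Myl1*. *Acta1* (chromosome 8, 123891769 to 123894751, minus strand), which encodes skeletal muscle actin, fell from 9.16 ± 3.81 to 1.33 ± 0.0645 CPM, a log2 fold change of -2.78 (standard error 0.33, adjusted p = 0.0018 from edgeR's quasi-likelihood test). *Myl1* (chromosome 1, 66924295 to 66945404, minus strand), a myosin light chain of skeletal muscle, fell from 2.7 ± 1.02 to 0.189 ± 0.139 CPM. *Rap1a* (chromosome 3, 105727267 to 105801336, minus strand), a small GTPase, fell from 38.8 ± 1.55 to 22.9 ± 1.13 CPM. Of the genes encoding calcineurin, the calcium-dependent phosphatase, *Ppp3cb* (chromosome 14, 20499364 to 20546573, minus strand) fell from 62.7 ± 2.22 to 41.5 ± 2.38 CPM (adjusted p = 0.0047 from edgeR). The adjusted p-value of *Ppp3cb* was 0.05 or more in 2 of 22 alternatives, with a range from 3.3e-07 to 0.067. *Ppp3ca* had 102 ± 2.68 CPM in control and 96.4 ± 12.3 CPM in *Osr2-Cre;Ror2 fl/fl* libraries (adjusted p = 0.63 from edgeR).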

In our study, pathway enrichment analysis has shown that Ca^2+^ signaling is downregulated in *Ror2* mutant mice. We also detect the decreased expression of calcineurin A (a downstream mediator of Ca^2+^ signaling) and transcription factor *Nfatc4* in the apical region of mouse molars, confirming the downregulation of Ca^2+^ signaling in *Osr2-Cre;Ror2^fl/fl^* mice. It remains to be investigated whether altered Ca^2+^ signaling caused by loss of *Ror2* in the dental mesenchyme plays an important role in modulating the activity of Cdc42 to regulate root size during tooth morphogenesis.

Consistent with the inhibition of Cdc42 activity in *Osr2-Cre;Ror2^fl/fl^* mice, the phosphorylation of p70S6K, an effector of Cdc42, is significantly decreased in the dental mesenchyme. In accordance with this finding, p70S6K activity has been increased after Cdc42 activator treatment. The phosphorylation of p70S6K is beneficial for protein synthesis required both to enter the cell cycle (G1 phase) from G0 and to proceed to S phase (Pearson and Thomas, 1995). Therefore, the cell proliferation in the apical region is restored after Cdcd42/p70S6K is activated in *Ror2* mutant molars. Although it is well documented that p70S6K is a downstream target of the mTOR pathway, this is not the case in *Ror2* mutant mice during tooth root development. *In vitro* study has shown that Cdc42 can act through both mTOR-dependent and -independent pathways to regulate p70S6K in HEK293 cells (Fang et al., 2003). Therefore, we suggest that the lack of the upstream signal from Ror2 results in dephosphorylation and inactivation of p70S6K in the dental mesenchyme, in which it may be independent of the mTOR pathway but requires the involvement of Cdc42. It has also been reported that Cdc42 has multiple functions in regulating the cell cycle (Chou et al., 2003; Olson et al., 1995); for example, it can regulate mitosis via modulating chromosome alignment (Yasuda et al., 2006). Therefore, the Cdc42-p70S6K axis may not be the only pathway associated with Cdc42 in regulating cell proliferation in the dental mesenchyme. We cannot exclude other ways in which Cdc42 functions in cell cycle regulation. Collectively, our findings indicate that Cdc42 is an important downstream target of Ror2 signaling that effectively modulates cell proliferation during root development.

In summary, our study demonstrates that the Ror2-mediated signaling pathway in the dental mesenchyme plays a crucial role in regulating molar root development via Cdc42 activation. However, loss of *Ror2* in the dental epithelium does not affect root development. Our findings suggest that Ror2 signaling is tissue specific during root morphogenesis. Importantly, the shortened root size caused by loss of *Ror2* in the dental mesenchyme is similar to the dental problems seen in some individuals with RRS who have mutations in *ROR2* (Jain et al., 2017). The sequences of mouse and human *Ror2*/*ROR2* are almost identical (Stricker et al., 2017). Therefore, a better understanding of the underlying mechanism involved in mouse tooth root development could shed light on the dental defects seen in individuals, and suggest potential avenues for future root regeneration.

## MATERIALS AND METHODS

### Generation of transgenic mouse lines

*Osr2-Cre* mice were a gift from Rulang Jiang (Cincinnati Children's Hospital, OH, USA) (Lan et al., 2007)*. K14-rtTA* (007678; Xie et al., 1999), *Teto-Cre* (006234; Perl et al., 2002), *Ror2^fl/fl^* (018354; Ho et al., 2012), and *ROSA26^loxP-STOP-loxP-tdTomato^* (*tdTomato* conditional reporter, 007905; Madisen et al., 2010) mouse lines were purchased from The Jackson Laboratory. *Osr2-Cre;Ror2^fl/+^* male mice were crossed with *Ror2^fl/fl^* female mice to generate *Osr2-Cre;Ror2^fl/fl^* mice. *K14-rtTA;Teto-Cre;Ror2^fl/fl^* male mice were crossed with *K14-rtTA;Ror2^fl/fl^* female mice to generate *K14-rtTA;Teto-Cre;Ror2^fl/fl^* mice. A doxycycline rodent diet was administered every day from E14.5. All animal studies were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Southern California (USC).

### Kidney capsule transplantation

Kidney capsule transplantation was performed as described previously (Oka et al., 2007). After genotyping, the tooth germs of the mandibular first molars were collected from P4.5 *Ror2^fl/fl^* control or *Osr2-Cre;Ror2^fl/fl^* mice. Each tooth germ was surgically transplanted under the kidney capsule of a host mouse. The explants were harvested after 21 days. For the rescue experiment, affi-Gel blue agarose beads (Bio-Rad) were soaked in BSA (100 μg/ml) or the Cdc42 activator (50 μg/ml; Cytoskeleton, Inc.) overnight at 4°C before use. After that, BSA and activator beads were transplanted into the kidney capsule with the tooth germ collected from *Ror2^fl/fl^* control or *Osr2-Cre;Ror2^fl/fl^* mouse mandibles at P4.5. The explants were collected after 2, 3 or 21 days.

### MicroCT analysis

MicroCT analysis was performed using a SCANCO µCT50 device at the USC Molecular Imaging Center. The microCT images were acquired with the X-ray source at 70kVp and 114 µA. The data were collected at a resolution of 16.7 µm. Three-dimensional reconstruction was performed using AVIZO 7.1 (Visualization Sciences Group).

### Histological analysis

Samples were dissected and fixed in 4% paraformaldehyde (PFA) overnight at 4°C and decalcified in 10% EDTA (pH 7.5) at 4°C for 1-3 weeks depending on the age of samples. Then samples were processed into paraffin-embedded serial sections at 5 µm using a microtome (Leica). For general morphology, deparaffinized sections were stained with H&E using standard procedures.

For cryosections, decalcified samples were dehydrated in 15% and 60% sucrose/DEPC-treated PBS solution overnight at 4°C. Samples were then embedded in optimal cutting temperature compound (Tissue-Tek). Embedded samples were then cryosectioned at 8 µm using a cryostat (Leica CM1850).

### Immunostaining

Immunostaining was carried out using primary antibodies against Ror2 (1:100, Cell Signaling Technology, 886395), Ki67 (1:100, Abcam, ab15580), K14 (1:200, Abcam, ab181595), amelogenin X (AMELX, 1:200, Abcam, ab153915), phospho-ATF2 (1:100, Abcam, ab32019), phospho-c-Jun (1:100, Abcam, ab30620), phospho-histone H3 (1:100, MilliporeSigma, 06-570) and active β-catenin (1:100, Cell Signaling Technology, 19807s). Alexa Fluor 647, Alexa Fluor 568, Alexa Fluor 488 (1:200, Invitrogen) and Alexa Fluor 488 Tyramide SuperBoost kit (Invitrogen, B40922) were used for detection. Sections were counterstained with DAPI.

### *In situ* hybridization

*In situ* hybridization was carried out following standard procedure using an RNAscope 2.5 HD Reagent Kit-RED (ACDBio, 322350) and RNAscope Multiplex Fluorescent Reagent kit V2 Assay (ACDBio, 323100-USM). All probes from mouse cDNA clones were purchased from ACDBio, including RNAscope Probe-Mm-*Dspp* (448301), -*Cdc42* (473041), -*Ccne1* (503801), -*Ccna2-C3* (442661-C3), -*Ect2* (502121) and -*Axin2* (400331).

### Western blotting

Dental pulp of the mandibular first molars was dissected from *Ror2^fl/fl^* control mice and *Osr2-Cre;Ror2^fl/fl^* mice at P3.5. For kidney capsule transplantation, dental pulp of transplanted molars was dissected from the kidney capsule 2 days post-surgery. For western blotting, tissues were lysed in lysis buffer [50 mMTris-HCl (pH 7.5), 150 mM NaCl, 2 mM EDTA, 0.1% NP-40, 10% glycerol and protease inhibitor cocktail] and protein fractions were isolated. Proteins were separated on 4-15% protein gels (Bio-Rad) and transferred to a 0.2 µm PVDF membrane. Membranes were blocked in 5% BSA for 1 h at room temperature and then incubated with primary antibody overnight at 4°C, followed by 1 h incubation with horseradish peroxidase-conjugated anti-mouse IgG or anti-rabbit IgG secondary antibody. Immunoreactive protein was detected using SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific, A10044).

The primary antibodies used for western blotting were as follows: anti-GAPDH (1:1000, Cell Signaling Technology, 5174s); anti-Ror2 (1:1000, Cell Signaling Technology, 886395); anti-Cdc42 (1:1000, Abcam, ab64533); anti-phospho-p70S6 kinase (1:1000, Cell Signaling Technology, 9205S); anti-p70S6K (1:1000, Cell Signaling Technology, 2708); anti-mTOR (1:1000, Cell Signaling Technology, 2972s); and anti-phospho-mTOR (1:1000, Invitrogen, 44-1125G).

### Cdc42/Rac1 G-LISA activation assay

Dental pulp of the mandibular first molars was dissected from *Ror2^fl/fl^* control mice and *Osr2-Cre;Ror2^fl/fl^* mice at P3.5. Then tissues were lysed in lysis buffer including protease inhibitor cocktail (Cytoskeleton, PIC02) and protein fractions were isolated. According to the recommended protocol, GTP-loaded Cdc42 or Rac1 protein in tissue lysates was detected using Cdc42 or Rac1 G-LISA assay, respectively (Cytoskeleton, BK127/BK128). The level of activation was measured by reading at OD_490_ nm.

### TUNEL assays

Apoptotic cells in mouse molars were detected using the Click-iT Plus TUNEL assay (Thermo Fisher Scientific, C10617) according to the recommended protocol.

### EdU incorporation and staining

To test cell proliferation, the *Ror2^fl/fl^* control and *Osr2-Cre;Ror2^fl/fl^* mice were treated with a 2 h pulse of EdU (25 ug/g body weight) administered intraperitoneally at P3.5. For cell differentiation analysis, EdU was injected intraperitoneally at P0.5 and samples were collected at P2.5. Specimens were fixed, decalcified and sectioned as described for histological analysis. EdU was detected using a Click-iT Plus EdU Cell Proliferation kit (Thermo Fisher Scientific, C10637). Sections were counterstained with DAPI.

### RNA-seq analysis

Dental pulp of the mandibular first molar was dissected out from *Ror2^fl/fl^* control mice and *Osr2-Cre;Ror2^fl/fl^* mice at P3.5. RNA was then extracted using an RNeasy Micro kit (Qiagen). cDNA library preparation and sequencing were performed at the University of California, Los Angeles Technology Center for Genomics and Bioinformatics. A total of 200 million single-end reads with 75 cycles were performed on Illumina Hiseq 4000 equipment for three pairs of samples. High-quality reads were aligned using TopHat 2 with the mm10 genome. Data were quantified by counting the number of reads over exons and normalized using reads per kilobase of transcript per million mapped reads. Differential expression was estimated by selecting transcripts that changed with a significance of *P*<0.05.

### Cell culture *in vitro* assay

The apical half of the dental pulp mesenchyme of the mandibular first molar was dissected out from wild-type mice at P3.5. The tissue was minced, centrifuged and resuspended in α-minimum essential medium (MEM) with 20% fetal bovine serum (FBS), 2 mM L-glutamine, 55 μM β-mercaptoethanol, 100 U/ml penicillin and 100 μg/ml streptomycin (Life Science Technologies). After 5 days of cultivation, cells were digested and obtained by passing through a 40 um strainer (Corning). The cell suspension was seeded at 3.5×10^4^/well in 12-well plate culture (Corning) and incubated for 48 h at 37°C with 5% O_2_ and 5% CO_2_. The medium was then changed using fresh α-MEM without FBS for 10 h. Serum-starved mesenchymal cells were then incubated for another 20 h with DMSO as control or 50 μM ZCL278 (Cdc42 inhibitor; Tocris, 4794). For detection of PHH3, cells were washed with PBS before fixation with 4% PFA in PBS at room temperature for 20 min. Antibody to PHH3 was used at 1:100 dilution. Alexa Fluor 647 was used for detection. Samples were counterstained with DAPI.

### qPCR analysis

RNA was isolated from the dental pulp of the mandibular first molars from *Ror2^fl/fl^* control mice and *Osr2-Cre;Ror2^fl/fl^* mice at P3.5 using an RNeasy Micro kit (Qiagen). An iScript cDNA Synthesis kit (Bio-Rad) was used for cDNA synthesis. qPCR was then performed using an iCycler (Bio-Rad) with gene-specific primers, SYBR Green and an SsoFast EvaGreen Supermix kit (Bio-Rad). Values were normalized to *Gapdh* using the 2^−ΔΔCt^ method. The PCR primers are listed in Table S1.

### Statistical analysis

Data are presented as mean±s.e.m. and were analyzed using Prism 8 (GraphPad Software). *n* represents the number of control or mutant mice, or the number of independent experiments performed. We used *n*≥3 for all experiments unless otherwise noted. For each independent experiment, including qPCR and western blotting, at least three technical replicates were analyzed. For immunostaining and *in situ* hybridization, we used samples from at least three individual mice, and representative images from one of three sections of one sample are shown. For *in vivo* studies, statistical comparisons were performed using unpaired Student's *t*-test with two-tailed calculations. For *ex vivo* studies, statistical significance was determined using two-way ANOVA, followed by Tukey's multiple comparison tests. *P*<0.05 was considered statistically significant for all analyses.

## Supplementary Material

Supplementary information

Reviewer comments

# Supplementary material for: Ror2-mediated non-canonical Wnt signaling regulates Cdc42 and cell proliferation during tooth root development
**Source:** Development. 2021 Jan 21;148(2):dev196360. doi: 10.1242/dev.196360
**Supplement:** Supplementary information

# SUPPLEMENTARY INFORMATION

## Supplementary Figures

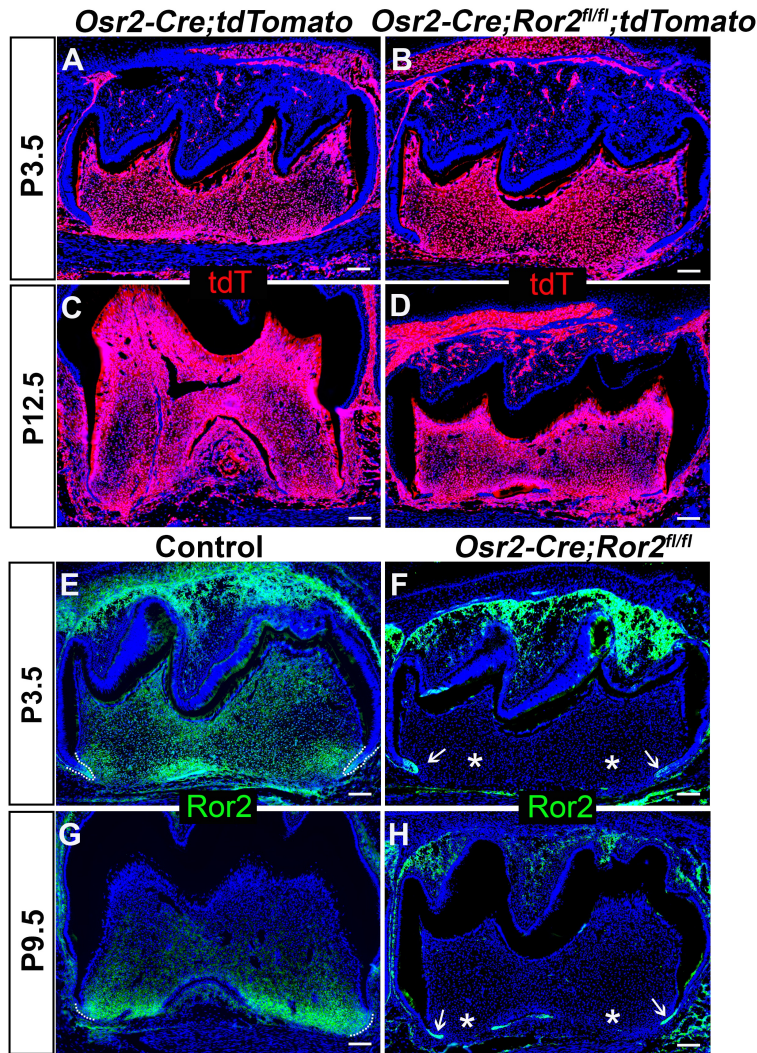

**Figure S1. Ror2 is efficiently deleted in the dental mesenchyme in *Osr2-Cre;Ror2<sup>fl/fl</sup>* mice.**

(A-D) Visualization of tdTomato of sagittal sections of molars from *Osr2-Cre;tdTomato* and *Osr2-Cre;Ror2<sup>fl/fl</sup>;tdTomato* mice at P3.5 (A, B) and P12.5 (C, D). (E-H) Ror2 expression patterns in control and *Osr2-Cre;Ror2<sup>fl/fl</sup>* mandibular molars at P3.5 (E, F) and P9.5 (G, H). Asterisks indicate ablation of Ror2 in the dental mesenchyme. Arrows indicate the presence of Ror2 in dental epithelium. tdT, tdTomato. Scale bars:100 μm.

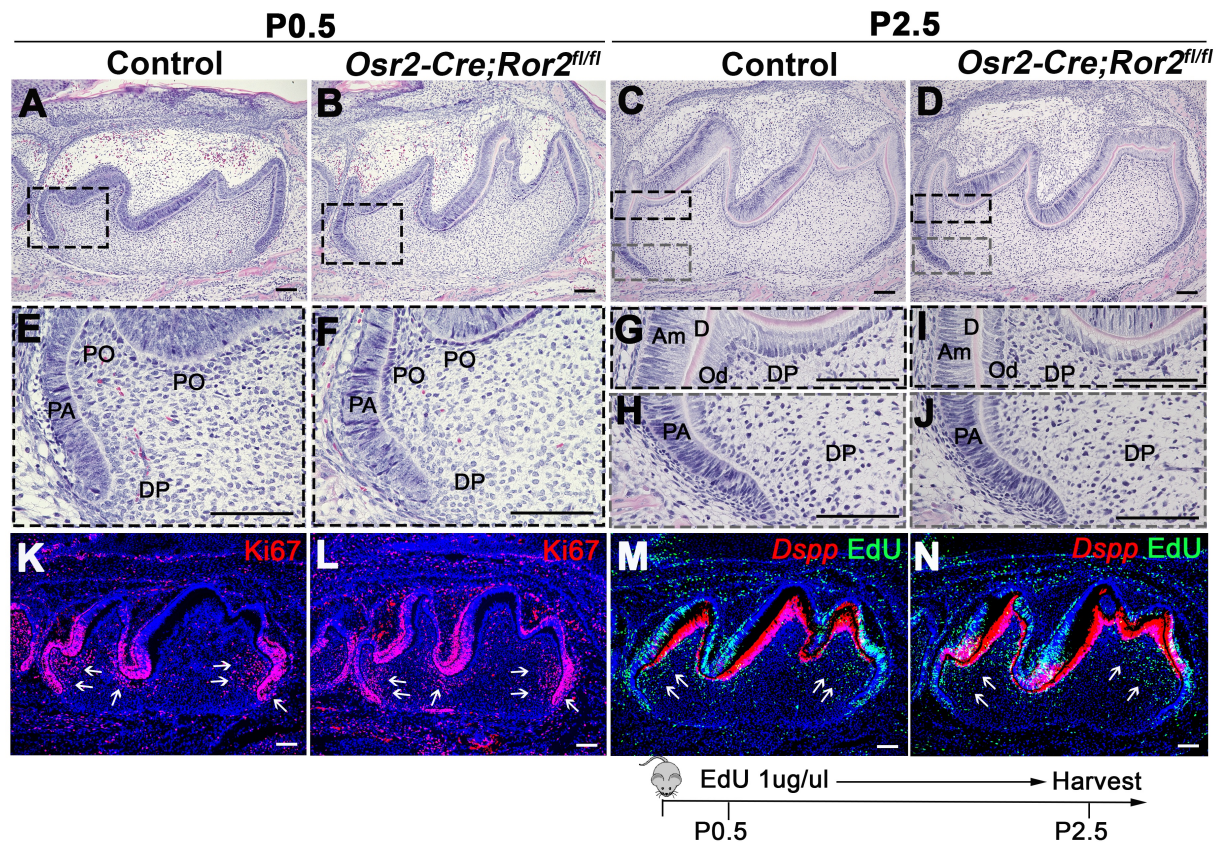

**Figure S2. Loss of *Ror2* in the dental mesenchyme does not affect crown formation.**

(A-J) Histological analysis of control and *Osr2-Cre;Ror2<sup>fl/fl</sup>* mandibular molars at P0.5 (A, B, E, F) and P2.5 (C, D, G, H, I, J). Boxes in A and B are enlarged in E and F, respectively. Boxes in C are enlarged in G and H, and boxes in D are enlarged in I and J. DP, dental pulp; PA, pre-ameloblast; PO, pre-odontoblast; Am, ameloblast; Od, odontoblast; D, dentin. (K, L) Ki67 immunofluorescence (red) indicating proliferating cells in sagittal sections of mandibular molars in control (K) and *Osr2-Cre;Ror2<sup>fl/fl</sup>* (L) mandibular molars at P0.5. Arrows indicate positive signals. (M, N) RNAscope *in situ* hybridization of *Dspp* (red) and EdU assay (green) in control (M) and *Osr2-Cre;Ror2<sup>fl/fl</sup>* (N) mandibular molars at P2.5, two days after EdU injection at P0.5. Arrows indicate EdU positive signals. Schematic at the bottom indicates injection protocol. Scale bars: 100 µm.

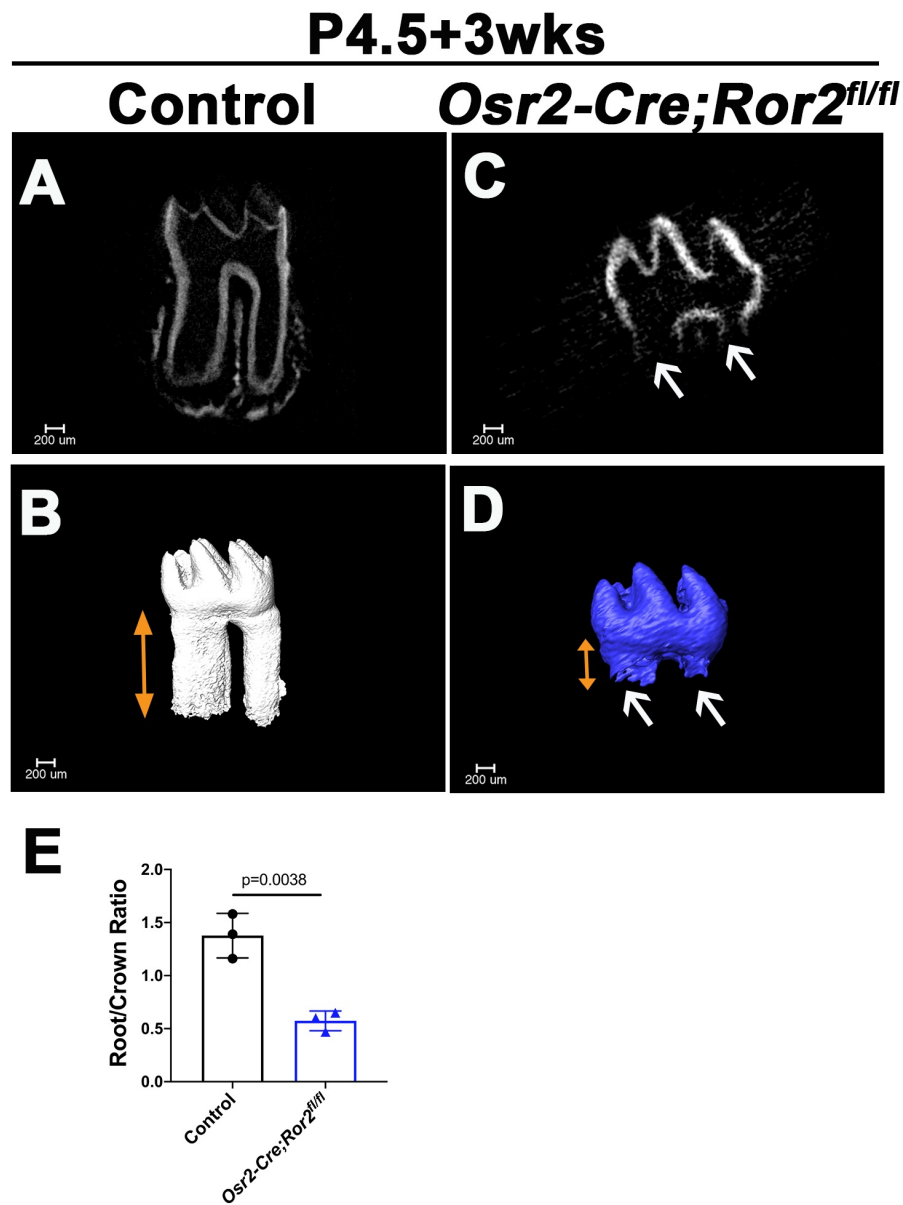

**Figure S3. Loss of *Ror2* leads to shortened roots in *Osr2-Cre;Ror2<sup>fl/fl</sup>* molars in kidney capsule transplantation.** MicroCT images of control (A, B) and *Osr2-Cre;Ror2<sup>fl/fl</sup>* (C, D) mandibular molars after 3 weeks of cultivation under kidney capsules since P4.5. (E) Quantification of the ratio of root to crown in control molars and *Osr2-Cre;Ror2<sup>fl/fl</sup>* molars cultivated under kidney capsule. Arrows indicate the apical region of the roots and double-headed arrows indicate tooth roots.

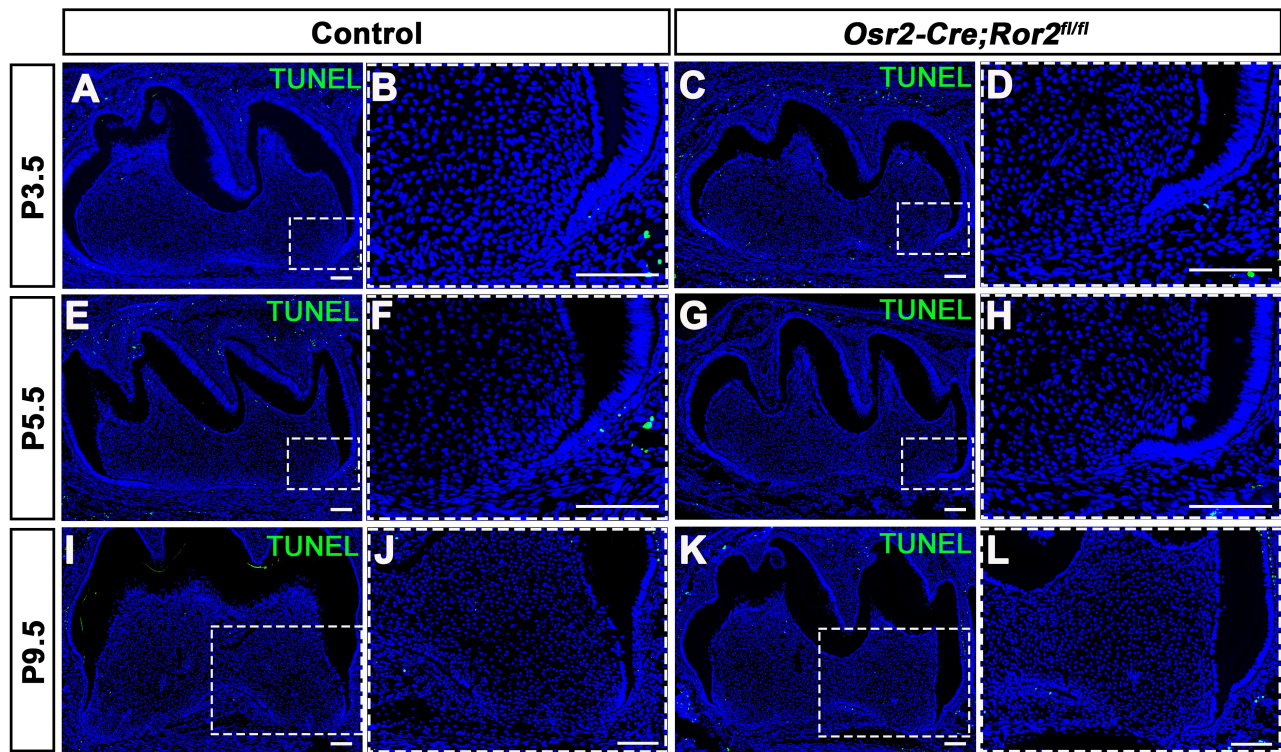

**Figure S4. Cell apoptosis is unchanged in the apical region of *Osr2-Cre;Ror2<sup>fl/fl</sup>* mandibular molars.** (A-L) TUNEL assay of sagittal sections of mandibular molars from control and *Osr2-Cre;Ror2<sup>fl/fl</sup>* mice at P3.5 (A-D), P5.5 (E-H) and P9.5 (I-L). Boxes in A, C, E, G, I and K are enlarged in B, D, F, H, J and L, respectively. Scale bars:100  $\mu$ m.

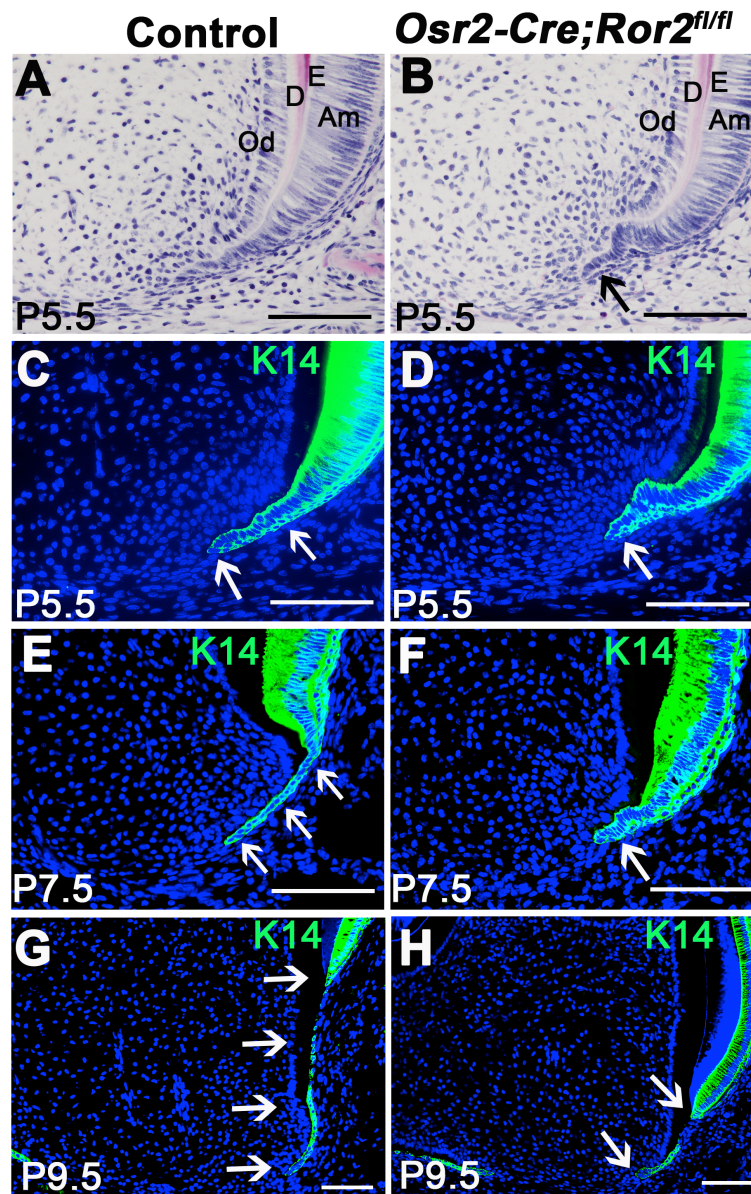

**Figure S5. Epithelial diaphragm is compromised through tissue-tissue interaction after loss of *Ror2* in dental mesenchyme.** (A, B) H&E staining of control (A) and *Osr2-Cre;Ror2<sup>fl/fl</sup>* (B) mandibular molars at P5.5. Od, odontoblast; D, dentin; E, enamel; Am, ameloblast. Arrows indicate HERS. (C-H) K14 immunofluorescence (green) indicating the dental epithelium in sagittal sections of control and *Osr2-Cre;Ror2<sup>fl/fl</sup>* mandibular molars at P5.5 (C, D), P7.5 (E, F) and P9.5 (G, H). Arrows indicate HERS. Scale bars: 100  $\mu$ m.

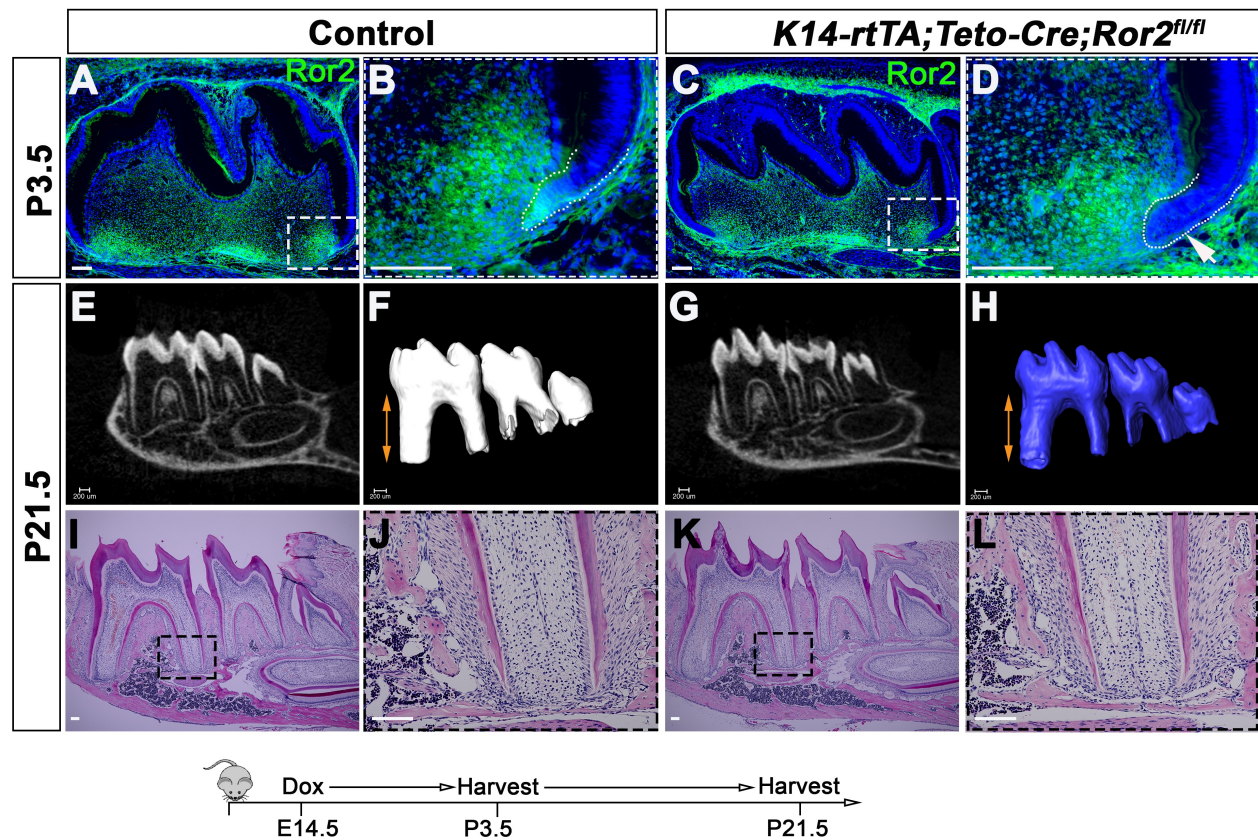

**Figure S6. Loss of *Ror2* in the dental epithelium has no effect on root development.**

(A-D) *Ror2* is effectively deleted in the dental epithelium in *K14-rtTA;Teto-Cre;Ror2<sup>fl/fl</sup>* mice (C, D), compared to control mice (A, B) at P3.5. Dotted lines indicate the border between dental epithelium and dental mesenchyme. The arrow indicates the lack of positive signal in the dental epithelium. Scale bars: 100  $\mu$ m. (E-H) MicroCT images of control (E, F) and *K14-rtTA;Teto-Cre;Ror2<sup>fl/fl</sup>* (G, H) mandibular molars at P21.5. Double-headed arrows indicate tooth roots. (I-L) Histological analysis of control (I, J) and *K14-rtTA;Teto-Cre;Ror2<sup>fl/fl</sup>* (K, L) mandibular molars at P21.5. Boxes in A, C, I and K are enlarged in B, D, J and L, respectively. Schematic at the bottom indicates induction protocol. Scale bars: 100  $\mu$ m.

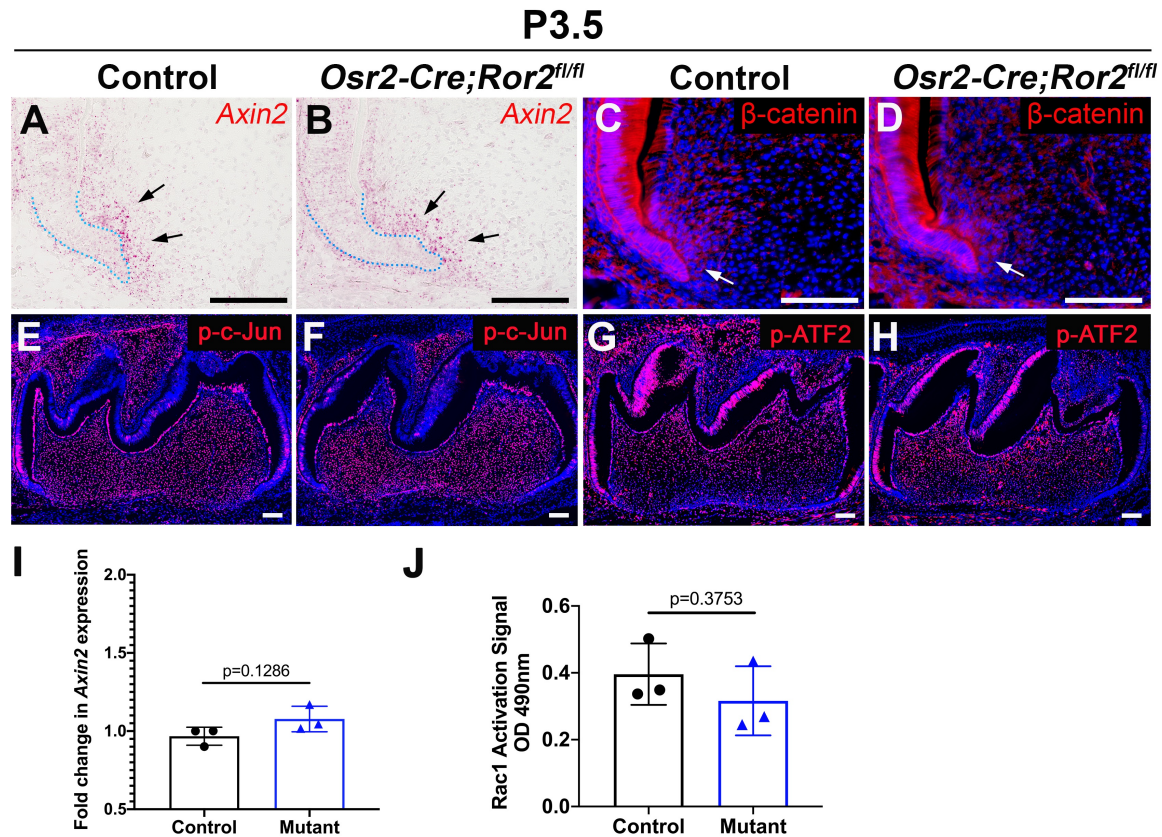

**Figure S7. Canonical Wnt pathway and c-Jun/ATF2 activation are unaffected in *Osr2-Cre;Ror2<sup>fl/fl</sup>* mandibular molars.** (A-D) RNAscope *in situ* hybridization of *Axin2* (A, B) and immunostaining of active  $\beta$ -catenin (C, D) in the apical region of molars from control and *Osr2-Cre;Ror2<sup>fl/fl</sup>* mice at P3.5. Dotted lines indicate the border between dental epithelium and dental mesenchyme. Arrows indicate positive signals. (E-H) Phospho-c-Jun (p-c-Jun; E, F) and phospho-ATF2 (p-ATF2; G, H) immunostaining of sagittal sections of molars from control and *Osr2-Cre;Ror2<sup>fl/fl</sup>* mice at P3.5. Scale bars: 100  $\mu$ m. (I) Fold change of *Axin2* expression in the dental mesenchyme from control and *Osr2-Cre;Ror2<sup>fl/fl</sup>* (mutant) mandibular molars at P3.5. (J) The level of Rac1 activation was measured in tissue lysates from the dental mesenchyme in control and *Osr2-Cre;Ror2<sup>fl/fl</sup>* (mutant) molars at P3.5 by reading at OD490nm.

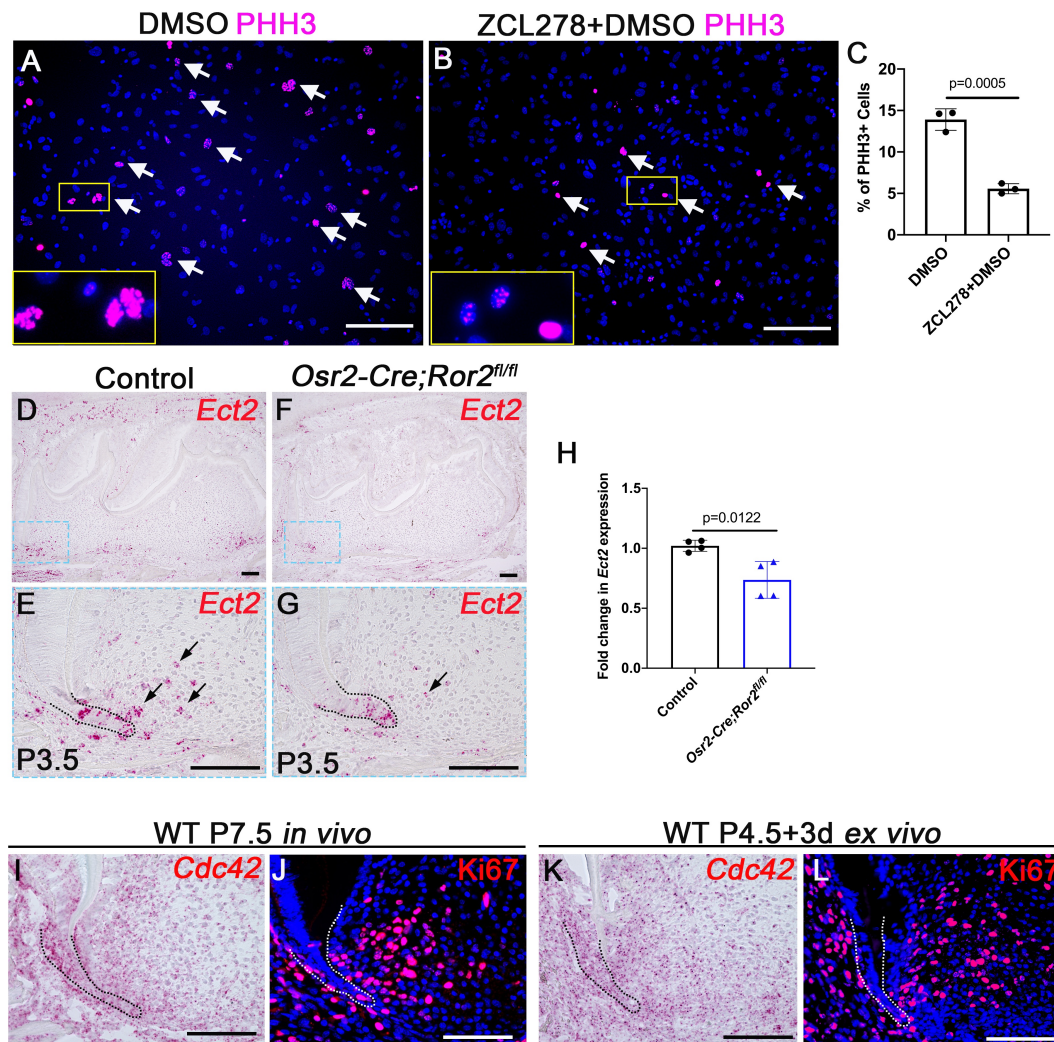

**Figure S8. Putative downstream targets after loss of *Ror2* in dental mesenchyme.**

(A-C) Immunofluorescence light microscopy of PHH3 in mesenchymal cells treated with DMSO (control; A) or Cdc42 inhibitor ZCL278 (B) and quantification of PHH3-positive cells (C). The small box in A/B is shown in the inset at higher magnification. Arrows indicate positive signals. (D-H) RNAscope *in situ* hybridization of *Ect2* in control (D, E) and *Osr2-Cre;Ror2<sup>fl/fl</sup>* (F, G) mandibular molars at P3.5 with quantification of fold change in gene expression by qPCR (H). Boxes in D and F are shown at higher magnification in E and G, respectively. Arrows indicate positive signals. (I-L) RNAscope *in situ* hybridization of *Cdc42* and immunostaining of Ki67 in wild-type molars at P7.5 *in vivo* (I, J) and after 3 days of cultivation under kidney capsule since P4.5 (K, L). Dotted lines indicate the border between dental epithelium and dental mesenchyme. Scale bars: 100  $\mu$ m.

## Supplementary Tables

**Table S1. List of PCR primers.**

| Gene         | Forward sequence      | Reverse sequence       | Application |
|--------------|-----------------------|------------------------|-------------|
| <i>Gapdh</i> | AGGTCGGTGTGAACGGATTTG | GGGGTCGTTGATGGCAACA    | qRT-PCR     |
| <i>Ccne1</i> | TGCACCAGTTTGCTTATGTT  | CCGTGTCGTTGACATAGG     | qRT-PCR     |
| <i>Ccna2</i> | GGCTGACACTCTTTCCG     | CTGGTAGCAAGAATTAGAGCAT | qRT-PCR     |
| <i>Axin2</i> | AACCTATGCCCGTTTCCTCTA | GAGTGTAAGACTTGGTCCACC  | qRT-PCR     |
| <i>Ect2</i>  | AACTTGTGCTTGCGCTCTAC  | CTCCCCTTTGTGCACAGTTG   | qRT-PCR     |

**Table S2. The 15 selected candidate genes generated from RNA-sequencing analysis**

| Gene Symbol   | Gene Name                                                    | Total counts | Fold change |
|---------------|--------------------------------------------------------------|--------------|-------------|
| <i>Cnbd2</i>  | <i>Cyclic nucleotide-binding domain-containing protein 2</i> | 2.73E+01     | 3.05        |
| <i>Ccne1</i>  | <i>Cyclin E1</i>                                             | 1.37E+01     | -1.12       |
| <i>Ect2</i>   | <i>Epithelial cell transforming gene 2</i>                   | 2.48E+01     | -1.53       |
| <i>Ccnc</i>   | <i>Cyclin C</i>                                              | 7.08E+01     | -1.61       |
| <i>Taf13</i>  | <i>Transcription initiation factor TF IID subunit 13</i>     | 8.17E+01     | -1.65       |
| <i>Dock11</i> | <i>Dedicator of cytokinesis protein 11</i>                   | 5.61E+01     | -1.71       |
| <i>Ccna2</i>  | <i>Cyclin A2</i>                                             | 6.84E+01     | -1.74       |
| <i>Ccng1</i>  | <i>Cyclin G1</i>                                             | 3.67E+02     | -1.75       |
| <i>Cbx3</i>   | <i>Chromobox Protein homolog 3</i>                           | 4.70E+02     | -1.94       |
| <i>Fgd3</i>   | <i>FYVE, RhoGEF and PH domain containing 3</i>               | 3.93E+01     | -1.94       |
| <i>Vcan</i>   | <i>Versican</i>                                              | 2.34E+03     | -2.01       |
| <i>Fgfr3</i>  | <i>Fibroblast growth factor receptor 3</i>                   | 2.25E+02     | -2.11       |
| <i>Rps6</i>   | <i>40S ribosomal protein S6</i>                              | 2.56E+02     | -2.21       |
| <i>Pdgfd</i>  | <i>Platelet-derived growth factor D</i>                      | 1.53E+02     | -2.51       |
| <i>Fgf13</i>  | <i>Fibroblast growth factor 13</i>                           | 6.38E+01     | -2.57       |

**Table S3. All 891 differentially expressed genes generated from RNA-sequencing analysis**

[Click here to Download Table S3](#)

How the deposited data were processed for this re-analysis (not part of the article)

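RNA-seq libraries of dental pulp from the mandibular first molar at P3.5 were analyzed, 3 from *Ror2 fl/fl* control mice and 3 from *Osr2-Cre;Ror2 fl/fl* mice. Groups and replicate numbers were taken from the sample labels and the paper before the data were examined. The label of control library 1 carries another letter code than those of control libraries 2 and 3, and the codes are not explained. All were taken as controls because their labels give the genotype *Ror2 fl/fl*. The count table also holds 6 columns of other samples that neither the labels nor the paper assign to these groups, although some of their names resemble those of libraries of each group. They were not used in any step, and whether they could separate a sequencing batch from the genotype was not examined.

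The authors deposited estimated counts per gene, made according to the methods by aligning single-end reads of 75 cycles to the mm10 mouse genome with TopHat and counting reads over exons. The counting program, its handling of reads that fit several genes, the use of strand and the gene annotation are not named in the paper's text. Since 47.8% of the values are whole, zeros included, reads that fit several genes appear to have been divided between them. The authors also deposited a table of normalized signal per gene, in which each value is the estimated count plus 1 multiplied by one factor per library. This holds to within 0.001% for every gene and library. That table lists 22061 genes, and the 5445 genes it leaves out have at most 10 counts in each library. Although the methods name RPKM, these values are not divided by gene length. The design fixed beforehand assumed whole counts. As the deposited values are estimated counts, they were rounded to whole numbers before the same tests were applied.

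The libraries held between 56134770 and 62628940 estimated counts. Averaged over genes, the libraries of a group differed by more than sampling noise. Counting error adds to this for genes with low counts, and how much it adds was not tested. A fold change against a group with at most 3 counts, the floor, is given as a lower bound. The floor covers counting error only.

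Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and statmod 1.5.0. Library sizes were scaled with edgeR's TMM method, and genes were kept by its filterByExpr function. Control and *Osr2-Cre;Ror2 fl/fl* libraries were compared with edgeR's quasi-likelihood test without a block, and p-values were adjusted with the Benjamini-Hochberg method. The RNA-seq methods mention pairs of samples without saying what was paired, and describe no paired test. The statistics section names an unpaired test for *in vivo* studies. Expression is given as TMM-scaled CPM. Log2 fold changes are those of edgeR's fit with its default prior count, and exact permutation tests used log2 CPM with a prior count of 2. Gene lists were tested with limma's camera function at an inter-gene correlation of 0.01, two-sided, with adjustment over 27 lists, and for over-representation with a one-sided Fisher's exact test against all genes tested. The lists were written by hand before the data were examined, because Ingenuity's lists were not used here. Coordinates are those of GENCODE mouse release M21 on mm10, which gave coordinates for 27484 of the 27506 genes in the count table.

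The genes named in the text are those the paper names, the 5 higher and 5 lower genes with the largest change among genes with an adjusted p-value under 0.05 and no overlap between the groups, and the 3 genes with the smallest p-value in each gene list reported. Genes counted in one group only, and the genes summed with a named gene because they share its sequence, were chosen after their values were seen.

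To find genes that could share reads, all stretches of 75 bases in the M21 transcripts of each gene were compared. A pair of genes sharing at least 20 stretches was treated as sharing sequence, and genes in no such pair, some of which share fewer stretches, as not sharing it. These limits were set after the data were seen. Counts of a gene and of the genes sharing its sequence were also summed before testing.

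The alternatives set beforehand were DESeq2's Wald test, edgeR's likelihood ratio test, limma voom with sample quality weights, DESeq2's size factors, scaling by library size alone, other filters on low counts, limma-trend on the normalized table with pseudocounts of 1 and 0.1, the replicate number as a block, and leaving out each library in turn. For gene lists, camera with an estimated correlation, limma's fry function and shorter lists were also set beforehand. The estimated correlation and fry were applied only to the lists of eIF4 and p70S6K signaling, calcium signaling and the cell cycle. The replicate number used for the block is the sample index in the labels, which runs over the same 3 numbers in both groups. Alternatives chosen after seeing the data were genes sharing fewer than 20 of their 75-base stretches with any other, ribosomal protein genes summed with their copies, offsets for GC content and for gene length (loess with a span of 0.3) alone and together, and leaving out the 10 most abundant genes before scaling. An alternative on log2 of RPKM plus 1 was set beforehand for tables that give RPKM or gene length. The deposited tables give neither, and it was not run with the GENCODE lengths used for the offsets.

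The tests were tested on simulated counts for 19022 genes with the means, fitted dispersions and library sizes of these libraries. At an adjusted p-value under 0.05, edgeR's quasi-likelihood test recovered 59% of 100 genes changed 2-fold and 15% of 100 genes changed 1.5-fold, and 6 of its 80 calls were unchanged genes. DESeq2 recovered 85% of the genes changed 2-fold, and 25.9% of its calls were unchanged genes. The likelihood ratio test recovered 84%, and 26% of its calls were unchanged genes. limma voom recovered 61%, with 5.13% of its calls unchanged. A recovery of 80% of the genes changed 2-fold was first required of this simulation, and this requirement was dropped after edgeR's quasi-likelihood test missed it, because recovery measures power. The requirements kept were on bias, direction, false calls and gene lists. The simulation changed far fewer genes than the 3906 called in these libraries, which makes an adjusted threshold stricter. Its recovery therefore need not equal that in these libraries. A difference below 2-fold that is not called here can still be missed and is not shown to be absent.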

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

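The tests of sequence shared by genes counted in one group only, of sample numbers, of GC content and gene length alone or together, of the summed ribosomal protein genes and of their shares were chosen after the results they bear on were seen.

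Genes that the paper does not discuss had 100 counts or more in every library of one group and at most 3 in every library of the other. There were 3 such genes in *Osr2-Cre;Ror2 fl/fl* libraries (*1810049J17Rik*, *Gm44170* and *Mir8114*) and 5 in control libraries (*Gm15655*, *Gm37401*, *Gm3851*, *Hist1h2ao* and *Rps12l1*). Of these 8 genes, 87.5% had over 50% of their 75-base stretches in another gene, against 6.98% of all genes tested, so reads shared between near-identical genes are a candidate explanation. *Gm44170* and *Gm15655* share sequence with *Sec61a1* and *Maf*, which have far more counts, so sums with these genes cannot show whether the single genes changed. For *Mir8114* the sum with *Teddm2*, which shares its sequence, stayed higher, from 0.238 ± 0.0644 to 5.14 ± 0.845 CPM (adjusted p = 6.1e-05 from edgeR, n = 3 per group).

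The 40S ribosomal protein genes, whose direction the paper does not report, shifted by 0.60 relative to all genes, with 26 of 33 higher in *Osr2-Cre;Ror2 fl/fl* libraries (limma's camera test, adjusted p = 4.3e-09). The test set the correlation between genes at 0.01, and no alternative estimated that correlation for this list. Its p-value is too small if these genes vary together more than that. The shift stayed between 0.37 and 0.68 over 22 alternatives. Summing each gene with the genes that share its sequence did not remove it (limma's camera test, unadjusted p = 1.1e-16, with all 33 sums higher), and nor did offsets for GC content (2.3e-10), gene length (5.5e-08) or both (8.3e-09). The shift was 0.44 with the offset for GC content and 0.44 with that for gene length, in place of 0.60. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave a shift as large, and 4 splits cannot give a share under 0.05. The other 6 splits part 1 pair each. Reads moved between the summed genes, or these biases, therefore do not explain the shift as a whole. The biases could account for part of it. The sums cannot show reads that were left uncounted, or given to genes outside the sums, in a single group. Which single genes rose or fell is uncertain.

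The copies show a difference between the groups of another kind. Of 76 ribosomal protein genes with near-identical copies, 66 had a share of the summed counts that did not overlap between control and *Osr2-Cre;Ror2 fl/fl* libraries (86.8%, chance 10%). In the 9 other splits of the libraries, 0 to 3 genes did. *Rps6* itself held 12.9%, 13.1% and 12.5% of the counts of its sum in control libraries and 4.24%, 3.43% and 3.87% in *Osr2-Cre;Ror2 fl/fl* libraries. A share this similar within each group and this different between them may come from sequencing or read assignment that differed between the groups. Strain variants that differ between the groups make the same prediction, and the 66 genes cannot tell these explanations apart. The sample labels use the same 3 index numbers in both groups, and otherwise carry identifiers in series that differ between the groups, which is possible if the groups were sequenced in separate runs. The paper's text does not say whether they were. If they were, the 40S shift and other differences between these 6 libraries cannot be told apart from a difference between runs. A biological explanation, in which loss of *Ror2* raises ribosomal protein transcripts, remains a hypothesis.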

How the results depend on the processing

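The tests with GC content, gene length, shared sequence, summed ribosomal protein genes and the 10 most abundant genes left out are alternatives chosen after the results they bear on were seen, and the remaining alternatives were set before the data were examined.

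At an adjusted p-value under 0.05, 3906 genes differed. With limma voom the number was 6341, of which 3852 were among the 3906, and across the 6 fits that each left out 1 library it ran from 872 to 5001 genes. Among genes sharing fewer than 20 of their 75-base stretches with any other gene, here called genes sharing few stretches, it was 1746, of 10860 tested. It stayed within 1.5 times of 3906 under the other alternatives, apart from the block given below. At an unadjusted p-value under 0.05, 7410 genes differed, and 4012 with a change of at least 1.5-fold. Among genes sharing few stretches the number was 3982. Of the 15 genes of Table S2, 14 were past that threshold in the listed direction, and 7 among genes sharing few stretches, where the 7 that share sequence are left out. The number was 12 with the offset for GC content alone or with both offsets, 13 with the ribosomal protein genes summed and 14 under every other alternative. Of the 3906 genes, 2398 were also called with an offset for GC content and 2320 with offsets for GC content and gene length. Before these offsets, the log2 fold changes correlated across genes with GC content (Spearman's rho 0.33) and gene length (-0.29). Genes are not independent replicates, and in other splits of the libraries the correlation with GC content reached 0.31 in size.

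The shift of the 141 genes of eIF4 and p70S6K signaling, 0.02, was close to 0 and not stable. Its unadjusted p-value fell under the threshold in 7 alternatives, where the shift was 0.02 with DESeq2, 0.02 with limma's fry, 0.02 with the offset for GC content, 0.02 with that for gene length, 0.03 with both, 0.08 with the ribosomal protein genes summed and 0.04 without mutant library 2. It changed direction with the weakest filter on low counts (-0.03) and without the 40S proteins (-0.05), and ran from -0.01 to 0.04 in the 6 fits without 1 library. The odds ratio of 1.59 was no longer past the threshold without the 40S proteins (1.15) or among genes sharing few stretches (1.48). Most of the enrichment of the list therefore came from the 40S proteins. For the other alternatives the cause was not tested.

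The odds ratio of calcium signaling, 1.3, was past the threshold with DESeq2 (1.37), with scaling by library size alone (1.37), with the weakest filter (1.92), and with offsets for gene length (1.38) or for GC content and gene length (1.53). It ran from 1.2 to 1.41 in the fits without 1 library. The shift of calcium signaling stayed lower and past the threshold in all 25 alternatives (-0.29 to -0.18). The shift of the cell cycle genes stayed lower in all 24 of its alternatives (-0.38 to -0.22) and was past the threshold in 23. The exception was camera with an estimated correlation (-0.33). The cause of these changes was not tested.

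Some single values changed direction. With the offset for GC content, *Ppp3ca* and *Atf2* both changed to 0.07. With that for gene length, *Mtor* was 0.00 and *Ppp3ca* 0.02. With both, *Rps6kb1* was 0.02 in place of -0.42, *Ppp3ca* 0.12, *Atf2* 0.09 and *Osr2* -0.03. With the ribosomal protein genes summed, *Rps6* was 0.58 in place of -1.16. With the weakest filter the eIF subunits shifted by -0.02, and among genes sharing few stretches the dental epithelium markers by -0.10. In the fits without 1 library, the log2 fold change ran from -0.68 to 0.09 for *Dspp*, from -0.01 to 0.33 for *Osr2*, from -0.01 to 0.16 for *Ppp3cc*, from -0.21 to 0.05 for *Ctnnb1* and from -0.18 to 0.04 for *Nfatc4*, and the shift from -0.02 to 0.14 for the canonical Wnt targets. The cause was not tested. Over all alternatives and the 53 genes named, 45 values lost and 1 gained an adjusted p-value under 0.05. Among 11 further gene lists followed in the same way, 5 values lost it and 2 gained it. Of 22 lists checked for direction, 8 had an adjusted p-value under 0.05 and 0 of these changed direction, while 10 of the remaining 14 did under some alternative. Filters left some genes without a value under the stricter settings.

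With the replicate number as a block, 2013 genes had an adjusted p-value under 0.05, 1012 higher and 1001 lower, and 1983 of them were among the 3906. The shifts were -0.32 for the cell cycle genes, -0.24 for calcium signaling and 0.03 for eIF4 and p70S6K signaling. Same-numbered libraries are different animals. The correlation of their deviations from the group means averaged -0.07 over 14939 genes (-0.18 to 0.03 for the 3 pairs) against 0.04 for libraries with other numbers, so the numbers do not pair the libraries. The alternative on log2 of RPKM plus 1 was not run.

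*Ccne1*, with 133 to 183 counts per library, had a standard error of 0.17. A change of the size fitted (-0.18) was therefore not detectable here, and the adjusted p-value of *Ccne1* stayed between 0.18 and 0.68 over all alternatives. How much of this standard error came from counting error and how much from variation between libraries was not tested. *Vcan*, with 13709 to 41095 counts per library, had a standard error of 0.18.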

Differences from the paper's values

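The paper reports 891 differentially expressed genes. At the threshold that the methods name, applied without adjustment because they name none, 7410 genes were found. None of the alternatives set before the data were examined closed the gap at that threshold, with 5081 to 8708 genes, and 4012 when a change of at least 1.5-fold was also required. At an adjusted p-value under 0.05, which the paper does not mention, 3906 genes were found. Fits without control library 2 and without control library 3, set beforehand, gave 910 and 872 genes at that adjusted threshold, within 1.5 times of the paper's number. The genes of Table S3 were not compared here, as that table was not used.

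The paper states a total of 200 M (200000000) single-end reads for the samples, and the estimated counts of the 6 libraries sum to 360 M (360475887). No alternative changes this sum.

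The legend of Fig. 5B describes eIF4 and p70S6K signaling as lower in *Osr2-Cre;Ror2 fl/fl* mice. In the counts, the list of 141 genes shifted by 0.02, its 40S ribosomal protein genes by 0.60, and its 68 kinases and phosphatases by -0.16, with 44 of these lower (limma's camera test, adjusted p = 0.19). The kinases and phosphatases stayed lower in all 22 alternatives (-0.21 to -0.02), in none with an adjusted p-value under 0.05. The list shifted below other genes with the weakest filter on low counts (-0.03), without the 40S proteins (-0.05) and without control library 2 or 3 (-0.01 in each), and none of these shifts had a p-value under 0.05 (limma's camera test, unadjusted p = 0.13, 0.44, 0.25 and 0.22). Ingenuity's own member list was not used here. The legend does not say how direction was measured, and a median log2 fold change may be another measure.

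The paper describes calcium signaling as found by pathway enrichment. It reports 891 differentially expressed genes, whereas 7410 genes passed the threshold used here, so the enrichments may rest on unlike sets of genes. The list of 139 genes tested was lower as a whole but not over-represented among genes with an unadjusted p-value under 0.05 (odds ratio 1.3, one-sided Fisher's exact test, p = 0.076). Over-representation was past the threshold with DESeq2 (1.37), scaling by library size alone (1.37), the weakest filter (1.92), and without control library 1 or mutant library 2 (1.41 in each), all set beforehand, and with offsets for gene length (1.38) or for GC content and gene length (1.53), which were chosen after seeing the values.

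Table S2 lists *Ccne1* among genes with lower expression, and the paper also reports lower *Ccne1* by qPCR and *in situ* hybridization. The fold change recomputed from the normalized table is the -1.12 of Table S2, but the change did not pass the threshold. Its log2 fold change was -0.18 (adjusted p = 0.46 from edgeR), and no alternative gave an adjusted p-value under 0.05 (0.18 to 0.68). Table S2 lists *Rps6* as lower. Alone it fell by 1.16 on the log2 scale, and with the genes sharing its sequence summed, an alternative chosen after seeing the values, it rose by 0.58.

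The paper found no difference in *Axin2* or in active β-catenin in the dental mesenchyme at P3.5 (Fig. S7). Its *in situ* hybridization shows the apical region, whereas these libraries are of whole dental pulp and hold transcripts of dental epithelium. In the counts *Axin2* was higher, with a log2 fold change of 0.64 (adjusted p = 0.014 from edgeR). Without control library 2 or 3 its adjusted p-value was 0.062 or 0.07, against 2.7e-04 to 0.07 over all alternatives.

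In the discussion, calcineurin A and *Nfatc4* are described as lower in the apical region of *Osr2-Cre;Ror2 fl/fl* molars. Of the genes encoding calcineurin A, *Ppp3cb* was lower in the counts (log2 fold change -0.59), while *Ppp3ca* (-0.08) and *Ppp3cc* (0.10) had adjusted p-values of 0.63 from edgeR. The log2 fold change of *Ppp3cb* ran from -0.64 to -0.25 over its alternatives. Its adjusted p-value was 0.05 or more in 2 of 22 of them (3.3e-07 to 0.067). For *Nfatc4*, the log2 fold change in the whole dental pulp was -0.07 (adjusted p = 0.74 from edgeR), and no alternative gave an adjusted p-value under 0.05 (0.13 to 0.95).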

Other observations

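The tests of GC content and gene length alone or together, of genes sharing few stretches, of the most abundant genes, of library size, of sample numbers, of how often genes sharing sequence were called, of sums with genes sharing sequence, of muscle RNA as an explanation (the shorter calcium list itself was set beforehand), of dental epithelium and of *Axin2* were chosen after the data were seen, most of them after the result they bear on.

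The number of genes with an adjusted p-value under 0.05 was weighed against technical explanations. It was 2852 with an offset for GC content, 4068 with one for gene length, 3026 with both and 3872 without the 10 most abundant genes. None of these lowered the number by more than 1.5 times, the limit set for each test. The totals include newly called genes. Of the 3906 genes, only 2398 were still called with the offset for GC content and 2320 with both, so these biases could account for many single calls. Genes sharing sequence were called 1.31 times as often as genes sharing fewer than 20 stretches with any other. Library sizes overlapped between the groups, with 1 *Osr2-Cre;Ror2 fl/fl* library larger than the smallest control library. Separate sequencing batches of the groups, with the 3 index numbers found in both, could not be excluded. With the 6 libraries used, the number cannot be told apart from such a batch. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave as many genes at an adjusted p-value under 0.05, and 1 gave as many at an unadjusted one. The 9 other splits gave 0 genes at an adjusted p-value under 0.05 and 68 to 1029 at an unadjusted one. For the genes of Table S2, 1 of the 4 splits gave as many in the listed direction. With 4 splits the share cannot be under 0.05.

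The cell cycle genes stayed lower with offsets for GC content (limma's camera test, unadjusted p = 7.6e-04), gene length (3.8e-05) and both (0.0019), and among genes sharing fewer than 20 of their 75-base stretches with any other (2.3e-06). Of the 4 splits, 1 shifted them as far. The shift is consistent with the lower proliferation that the paper reports, but a batch that coincides with the genotype remains possible, and with the correlation between genes estimated from the libraries the p-value was 0.15. 

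The calcium signaling genes stayed lower with offsets for GC content (limma's camera test, unadjusted p = 3.2e-05), gene length (0.0075) and both (0.001), and among genes sharing fewer than 20 stretches (0.0015). Of the 4 splits, 1 shifted them as far, while 3 gave as large an odds ratio of enrichment. Skeletal muscle RNA in the control libraries is a candidate source of part of the shift. The 30 skeletal muscle markers tested were lower by 1.42 relative to all genes (shift -1.42, adjusted p = 6.1e-07 from limma's camera test), and *Ckm*, which encodes muscle creatine kinase, fell from 1.86 ± 0.987 to 0.0912 ± 0.0364 CPM (n = 3 per group). Without contractile and muscle genes the calcium shift was -0.20 (unadjusted p = 0.004), so muscle RNA alone does not account for it. With an offset for gene length as well, the adjusted p-value of these remaining genes was 0.21 (limma's camera test, against 0.0014 to 0.21 over all alternatives), so muscle RNA and a length bias together could account for it. For eIF4 and p70S6K signaling, 3 of the 4 splits shifted the list as far and 1 gave as large an odds ratio.

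*Rps6* was lower alone, and the sum with the genes sharing its sequence was higher (log2 fold change 0.58), so its decrease alone could come from reads shared between near-identical genes. Moved reads alone would leave the sum unchanged, so why *Rps6* fell is not shown. For *Cbx3* the sum was lower too (-0.65), so reads moved between the summed genes do not account for its decrease.

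*Axin2*, a target of canonical Wnt signaling, rose from 34.5 ± 1.34 to 53.9 ± 8.64 CPM (n = 3 per group, higher in 3 of 3 *Osr2-Cre;Ror2 fl/fl* libraries than in every control library). It shares 1.11% of its 75-base stretches with another gene, and with offsets for GC content and gene length its adjusted p-value was 0.028 (edgeR, against 2.7e-04 to 0.07 over all alternatives), so neither shared reads nor these biases account for the increase. As a set, 20 canonical Wnt target genes did not shift (0.08, unadjusted p = 0.3 from limma's camera test). Whether the increase of *Axin2* reflects the genotype, a batch or a different share of dental epithelium cannot be told from these libraries. *Wnt5a*, which encodes a ligand of Ror2, fell from 217 ± 36.2 to 130 ± 15.9 CPM (adjusted p = 0.016 from edgeR).

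Amelogenin transcripts (*Amelx*), made by dental epithelium, took 13.8% ± 1.27 of the counts in *Osr2-Cre;Ror2 fl/fl* and 9.49% ± 0.425 in control libraries (SD, n = 3 each; exact permutation test, p = 0.1, the smallest these groups allow). Together with *Ambn* and *Enam* the shares were 21.2% ± 2.55 and 18% ± 0.802 (exact permutation test, p = 0.2). More dental epithelium in the *Osr2-Cre;Ror2 fl/fl* libraries was tested as an explanation with 20 epithelial markers. Of these, 12 were higher and 8 lower, and their shift of 0.18 did not pass the threshold (unadjusted p = 0.42 from limma's camera test). Among genes sharing few stretches the shift was -0.10. A list of 20 genes could miss a small increase, so this test neither shows nor excludes more epithelium. Counts of *Ror2* in the dissected tissue include this epithelium, in which the paper reports that Ror2 remains.

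*Xist*, which is transcribed from the inactive X chromosome, was at 717 CPM in control library 2 and 634 CPM in mutant library 2 and at most 2.7 CPM in the other 4 libraries. The Y-linked gene *Ddx3y* was at 0.227 and 0.445 CPM in those 2 libraries and between 51.5 and 59.3 CPM in the others. Each group therefore holds 1 library with the pattern of a female and 2 with that of a male.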
